# The Onset of Whole-Body Regeneration in *Botryllus schlosseri*: Morphological and Molecular Characterization

**DOI:** 10.3389/fcell.2022.843775

**Published:** 2022-02-14

**Authors:** Lorenzo Ricci, Bastien Salmon, Caroline Olivier, Rita Andreoni-Pham, Ankita Chaurasia, Alexandre Alié, Stefano Tiozzo

**Keywords:** tunicate, ascidian, evo devo, stem cell, wound healing, Styelidae, non embryonic development, dedifferentiation

## Abstract

Colonial tunicates are the only chordates that regularly regenerate a fully functional whole body as part of their asexual life cycle, starting from specific epithelia and/or mesenchymal cells. In addition, in some species, whole-body regeneration (WBR) can also be triggered by extensive injuries, which deplete most of their tissues and organs and leave behind only small fragments of their body. In this manuscript, we characterized the onset of WBR in *Botryllus schlosseri,* one colonial tunicate long used as a laboratory model*.* We first analyzed the transcriptomic response to a WBR-triggering injury. Then, through morphological characterization, *in vivo* observations via time-lapse, vital dyes, and cell transplant assays, we started to reconstruct the dynamics of the cells triggering regeneration, highlighting an interplay between mesenchymal and epithelial cells. The dynamics described here suggest that WBR in *B. schlosseri* is initiated by extravascular tissue fragments derived from the injured individuals rather than particular populations of blood-borne cells, as has been described in closely related species. The morphological and molecular datasets here reported provide the background for future mechanistic studies of the WBR ontogenesis in *B. schlosseri* and allow to compare it with other regenerative processes occurring in other tunicate species and possibly independently evolved.

## Introduction

Within the lifespan of a metazoan, sub-lethal damages or loss of body parts can occur frequently as a consequence of predation, competition, pathogens infections, or simply by accident. Animals cope with such traumatic events by developing a wide range of strategies, such as the synthesis of protective structure, scar formation, or various degrees of regeneration (Vorontsova and Liosner, 1961; Sinigaglia et al., 2022). The most extreme examples of regeneration occur when the entire functional body is restored from only minute fragments of the original organism, a *bona fide* ontogenesis generally referred to as whole-body regeneration (WBR). WBR has been described in many animal species belonging to different non-vertebrate taxa (Sinigaglia et al., 2022), and it is often correlated with the capacity of such organisms to reproduce asexually, i.e., a cyclical form of body regeneration that suggests possible co-options of cellular and molecular mechanisms between the injury-triggered and the physiological WBRs (Martinez et al., 2005; Sánchez Alvarado and Yamanaka, 2014; Sinigaglia et al., 2022).

Colonial species of tunicates, the sister group of vertebrates, acquired the capacity to undergo WBR as part of their asexual life-cycle and also as a response to extreme injury, they are therefore promising models to compare these two forms of non-embryonic development, study their mechanisms and infer their evolution (Alié et al., 2020). During tunicate asexual reproduction, adult individuals called zooids regenerate cyclically the entire body through a non-embryonic developmental process generally called propagative budding (Nakauchi, 1982), ultimately leading to the formation of colonies of genetically identical individuals. The way the propagative budding processes unfold differs from one species to another, starting from different and often non-homologous cells and tissues, but often converging into a common stage of two concentric hollow vesicles, each of them formed of a monolayer epithelium, reviewed in Alié et al., 2020. From this phylotypic asexual stage of double-vesicle, the process of organogenesis begins, eventually leading to a *bauplan* that is shared by the whole subphylum (Alié et al., 2020). In many tunicates, the capacity of WBR is not only a characteristic of their life-cycle, but it can also be triggered in response to extensive injury (Tiozzo et al., 2008a), in which case the WBR process is referred to as survival budding (Nakauchi, 1982).

Both propagative and survival buddings have been studied mainly in the subfamily of *Botryllinae* (Brunetti, 2009) (Supplementary Figure S1), a widespread group of colonial tunicates composed of small zooids (<0.5 cm) embedded in a common soft extracellular matrix, the tunic, and connected by an extracorporeal network of the epidermal derived vessels (Manni et al., 2007; Tiozzo et al., 2008c). Throughout the vasculature, different types of mesenchymal cells, the hemocytes, circulate through the colony propelled by zooids’ hearts and by the peristaltic movement of ampullae, the blind tips of the circulatory vessels (Supplementary Movie S1). Botryllids include several species of the genera *Botryllus* and *Botrylloides,* which undergo WBR via two modes of budding: peribranchial budding, a form of propagative budding that arises from a multipotent epithelium (Manni et al., 2014; Ricci et al., 2016b; Alié et al., 2020), and vascular budding (VB) that, depending on the species, can be propagative or triggered by injury (Oka and Watanabe, 1957; Oka and Watanabe, 1959; Milkman, 1967; Satoh, 1994) (Supplementary Figure S1). For instance, in *Botryllus primigenus* VB occurs routinely in a propagative fashion, while in other botryllids, such as *Botrylloides violaceus* (Brown et al., 2009) and *Botrylloides leachi* (Rinkevich et al., 2007), VB occurs upon the exogenous removal of the existing zooids*.* It has then been suggested that the source of cells forming both propagative and survival vascular buds is a population of hemocytes that aggregate in the vascular network. Recently, Kassmer and collaborators (Kassmer et al., 2020) identified a population of Integrin-alpha-6-positive (Ia6+) hemocytes as candidate stem cells responsible for induced VB in the species *Botrylloides diegensis*. Ia6+ hemocytes, which constantly divide in healthy colonies, also express genes associated with pluripotency. The latter findings strongly suggest that the presence of permanent population/s of circulating stem cells may be at the bases of WBR via vascular budding in botryllid tunicates.

The species *Botryllus schlosseri* has been widely used in the last several decades as a laboratory model for developmental biology, immunology, and regenerative biology (Manni et al., 2007; Kürn et al., 2011; Voskoboynik and Weissman, 2014; Gasparini et al., 2015; Munday et al., 2015; Kassmer et al., 2016; Manni et al., 2019). In *B. schlosseri*, VB occurs purely in response to injury, and it can be triggered in laboratory conditions by depleting the colony of the adult zooids and their peribranchial buds via microsurgery (Milkman, 1967; Sabbadin et al., 1975; Supplementary Figures S2A–S2B). While asexual propagation through peribranchial budding has been increasingly characterized these past years (Tiozzo et al., 2005; Manni et al., 2014; Di Maio et al., 2015; Ricci et al., 2016a; Ricci et al., 2016b; Pruenster et al., 2018; Prünster et al., 2019), only a few studies have addressed VB in this species (Milkman, 1967; Sabbadin et al., 1975; Voskoboynik et al., 2007; Ricci et al., 2016a; Nourizadeh et al., 2021). The cell populations and the tissues involved in the onset of *B. schlosseri* VB are still not well defined, and the morphogenetic events that lead to the regeneration of a functional adult zooid are poorly described. In this manuscript, we follow the dynamic of WBR upon injury in the laboratory model *Botryllus schlosseri*. We focus on the early stages of the process and characterize the transcriptome profile of the initial response of the whole colony to extensive injury; we describe the cytological and histological structures at the onset of the presumptive vascular bud and test the contribution of mesenchymal cells and vascular epithelia. The correlated observations suggest that WBR is initiated by extravascular tissue fragments derived from the injured zooids or buds, rather than a particular population of hemocytes as occurring in other closely related species.

## Materials and Methods

### Animal Culturing and Surgical Procedure

Colonies of *Botryllus schlosseri* were raised on glass slides in a marine-culture system as described previously (Langenbacher et al., 2015). Colonies used for WBR induction experiments were transferred to an 18°C incubator in small containers (<1 L) in a closed system with filtered seawater (FSW) and bubblers, with a day/night cycle of 10 h/14 h and no feeding. The water was completely replaced every 2 days. Colonies of *B. schlosseri* at stage D (Lauzon et al., 2002) were dissected with microsurgery tools and syringe needles (30G, Terumo, SG2-3013) under a stereomicroscope. After the removal of all zooids and peribranchial buds, animals were cleaned and allowed to regenerate in FSW. Water was replaced every 2 days and vascular bud detection was performed by daily observations under a stereomicroscope allowing a 120X magnification. For fluorescent *in situ* hybridization (FISH) experiments, dissected colonies were fragmented into small pieces before fixation to facilitate the penetration of solutions (Prünster et al., 2019).

### Video Acquisition and Processing

Regenerating colonies were placed in a room at 18°C in a petri dish filled with 150 ml of FSW. Photographs for time-lapse videos were taken every 5 min for up to 8 days post-injury using a Canon EOS 6D Mark II equipped with a 100 mm macro objective. Videos were assembled using Avidemux 2.7.8 (http://www/avidemux.org). The digital magnification of Supplementary Movies S3–9 were focused on the area of the colony where WBRs occurred or were expected.

### Immunohistochemistry

Whole *B. schlosseri* systems and regenerating colonies were anesthetized in natural seawater and MS222 0,3% (Sigma-Aldrich, #E10505-25G) and processed as previously described (Ricci et al., 2016a). Nuclei were counterstained by incubation at room temperature with 1 μg/ml Hoechst 33342 in PBS for 2h, then mounted in glycerol after quick washes in PBS. Confocal images were acquired with a Leica TCS SP5, SP8, or Stellaris microscope. Primary antibodies include: polyclonal, mouse anti-integrin-alpha 6 (DSHB, P2C62C4) diluted 1:10 in PBS; polyclonal, rabbit anti-phospho Histone H3 (Ser10), (Merk Millipore #06-570) diluted 1:1,000 in PBS; monoclonal, mouse anti acetylated tubulin (Sigma-Aldrich #T6793), diluted 1:1,000 in PBS; monoclonal, mouse anti tyrosinated tubulin, (Sigma-Aldrich #T90028), 1:1,000; monoclonal, mouse anti-gamma tubulin (Sigma-Aldrich, # T6557) 1:500; polyclonal rabbit anti-PKCξ C-20 (Santa-Cruz Biotechnology inc., #sc-216) 1:1,000; anti-phospho-tyrosine, 4G10^®^ Platinum, (Merck Millipore, #05-1,050X) 1:500.

### Transmission Electron Microscopy

Samples for ultra-thin sectioning were fixed with a 3% solution of glutaraldehyde in sodium cacodylate buffer (pH 7.3), post-fixed with osmium tetroxide (OsO4) 1% in cacodylate buffer, dehydrated using acetone, and embedded in epoxy resin. An UltracutE Reichert ultramicrotome was used for the ultra-thin sections (60–80 nm), which were contrasted with uranyl acetate and lead citrate and observed under a transmission electron microscope TEM JEM 1400 JEOL coupled with a MORADA SIS camera (Olympus).

### Whole-Mount *in situ* Hybridization

Antisense mRNA probes were designed within the coding region of each gene (Supplementary Figure S3) FISH was carried out as previously described (Ricci et al., 2016a). DIG-probe detection was performed with bench-made FITC-Tyramide and TRITC-Tyramide by 3 h incubation.

### *In vivo* Cells and Tissue Labeling and Imaging

Colonies were grown in Willco-dishes (Willco-Dish®, 50 × 7 × 0.17 mm). Once reached stage D (Lauzon et al., 2002) the colonies were injected with 1–2 µl per system of lipophilic dye FM® 4-64 Dye, (Life Technologies, #T-13320), diluted 1: 100 in PBS and with BSA Alexa Fluor® 488 conjugate, (Life Technologies, #A13100) at a concentration of 1 mg/ml, according to published parameters (Braden et al., 2014). Following injection, colonies were left to recover 3 hrs in FSW, then dissected to induce WBR, and left to regenerate in FSW. After vascular bud detection, the colony was observed with a confocal Leica TCS SP5 microscope vesicle.

### Fusion-Chimera Assay and Genotyping Via Microsatellite

To trigger fusion, two isogenic and histocompatible colonies were selected from the clones present in the marine culture of LBDV (e.g., clone CB and DA) and sub-cloned side-by-side in the same glass slide. The colonies were allowed to grow until they fuse. Following fusion, hemocytes cells from both genotypes were immediately mixed in the plasma and circulated freely in the whole vascular system of the chimera. Around 48 h after fusion, the couple of colonies were separated, and, as soon as they reached stage D, WBR was induced as previously described (Supplementary Figure S2C). For micro-satellite sequencing, after fusion of allogeneic colonies, clear landmarks were established to delineate the vascular system of each colony by scratching the glass slide with a diamond pen and taking photographs of the colony prior and daily after fusion. Dissected colonies were left to regenerate until they produced a vascular bud that underwent organogenesis. Large vascular buds were dissected with microsurgery tools and syringe needles (30G, Terumo, SG2-3013) under a stereomicroscope. Stomach epithelium was isolated with thin forceps and repetitively washed in clean FSW to avoid blood cell contamination. Then, genomic DNA was extracted from the stomach tissue, using the NucleoSpin^®^ Tissue XS kit for genomic DNA (Mascherey-Nagel, #740901.50) and eluted in 10 µl of elution buffer. Following elution, samples were stored at −20°C. Tissues from both fused colonies were collected separately before fusion and their genomic DNA was collected with the same procedure as used for vascular buds. Couples of forward and reverse primers complementary to a *Botryllus* non-coding genomic locus designed to amplify microsatellites sequences BS1 and PB49 were used (Stoner and Weissman, 1996; Ben-Shlomo et al., 2008). For each microsatellite locus, a 5′ tag made of a universal oligo was added to the forward primer. The sequence of this universal primer was used to design another forward primer, with a 6-FAM™ fluorescent tag at its 5′ end (Life Technologies). Three primers PCR amplification were performed using the Qiagen Multiplex PCR kit (206143) in a final volume of 20 μl, at the concentration of 0.01 µM of forward primer and 0.2 µM of each reverse and 6-FAM forward primer. 1 µl of gDNA was added to the reaction as a template. The cycling program was as follows: denaturation, 95°C, 15 min; amplification,(94°C, 30 s; 60°C, 90 s; 72°C, 60 s)x40; 60°C, 30 min for the BS1 locus. For the PB49 locus, the program was modified as follows: denaturation, 95°C, 15 min; amplification, (94°C, 30 s; 65°C, 1 min; 72°C, 1 min)x3 then (94°C, 30 s; 63°C, 1 min; 72°C, 1 min)x17 and (94°C, 30 s; 57°C, 1 min; 72°C, 1 min)x20; 60°C, 30 min. The success of the PCR was validated by electrophoresis on a 1.7%, agarose gel before genotyping. Genotyping was performed by the Plateforme Génome Transcriptome de Bordeaux, Site de Pierroton—INRA. Three primers PCR products were diluted in formamide to avoid excessive fluorescence, with a dilution factor of 50 or 100, according to the sample. They were subsequently analyzed with an ABI3730 analyzer, in parallel with LIZ-600 and LIZ-1200 size standards. Fragments sizes were then analyzed with the Peak Scanner™ Software v2.0 (Applied Biosystems).

### RNA Extraction and Transcriptome Sequencing and Differential Expression Analyses

An isogenic strain of *Botryllus schlosseri* was tested for its ability to regenerate and produce vascular buds in an average time of 2–3 days. Twelve subclones of comparable size from this strain were separated with a razor blade and allowed to grow separately on individual glass slides. When colonies reached stage D (Lauzon et al., 2002), they were dissected with microsurgery tools and syringe needles (30G, Terumo, SG2-3013) under a stereomicroscope. After removal of all zooids and buds, animals were cleaned and either conditioned for further RNA extraction or allowed to regenerate in Filtered seawater (FSW) in small containers (<1 L) placed in an incubator at 19°C. When allowed to regenerate, colonies were left 6, 18, or 24 h post-injury (hpi) in FSW before preparing for RNA extraction. The regenerating colony was detached from the glass slide with a razor blade and then transferred to a tube and flash frozen before storage at −80°C and later RNA extraction. For each time point, three replicates were made, bringing the total number of samples to twelve (Figure 1A).

**FIGURE 1:**
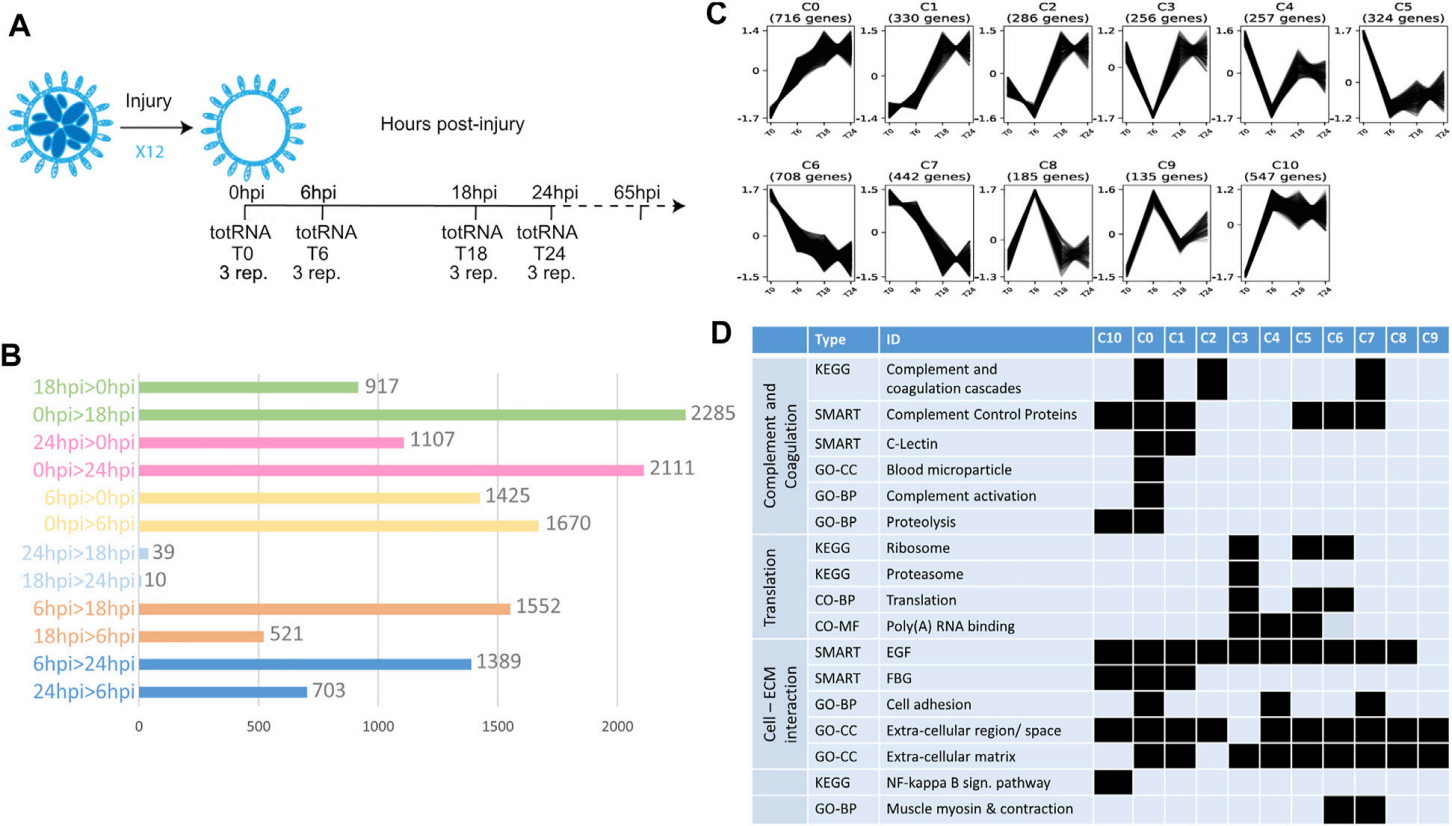
Transcriptomic profile of early steps of WBR in *B. schlosseri*. **(A)** Scheme showing the experiment design for transcriptome characterization of early WBR steps in *B. schlosseri*. In addition to the harvested colonies, additional clones were allowed to regenerate for 65 hpi to certify the WBR ability of the clone. **(B)** Graph showing the number of contigs differentially expressed between each condition. **(C)** The eleven clusters of expression profile and the number of contigs in each cluster **(D)** Chosen examples of functional categories statistically enriched across the eleven clusters, extracted from Supplementary Table S1. GO-CC, Gene Ontology—Cell Compartment; GO-BP, Gene Ontology—Biological Process; GO-MF, Gene Ontology—Molecular Function.

Extraction of total RNA was performed the same day in a single round, for the twelve samples, using the NucleoSpin^®^ RNA XS Mascherey-Nagel kit (#740902.50). First, 500 μl of lysis buffer from the kit was added to the 1.5 ml tubes containing the samples. The latter was subsequently ground manually in the tube, using a plastic, RNAse free micropestle. All further steps were performed according to the user manual section for RNA extraction from animal tissue. For each sample, total RNA was eluted in 12 µm of nuclease-free water and stored at −80°C until sequencing.

Library preparation and sequencing were performed at the USC Epigenomic Center (Los Angeles, CA, United States) according to the Illumina HiSeq 2500 protocol. Approximately 70 M PE reads were sequenced for each of the twelve samples.

Transcriptome assembly and differential expression analysis were performed as follows. Step 1: removing of contaminating ribosomal RNA using SortmeRNA v2.1 (Kopylova et al., 2012); Step 2: cleaning, clipping, and filtering reads using Trimmomatic v0.30 (Bolger et al., 2014); Step 3: transcriptome assembly from the remaining reads, using Trinity v2.11.0 (Grabherr et al., 2011) with default parameters; Step 4: Recover the best ORF per contig using TransDecoder v5.5.0, using a minimum protein length of 90 amino-acids (-m parameter); Step 5: Reduce spurious redundancy by collapsing similar transcripts using cd-hit-est v4.6 with default parameters (Fu et al., 2012); Step 6: Mapping the sequencing reads on the obtained transcriptome using Kallisto v0.43.1 using default parameters (Bray et al., 2016); Step 7: Identifying Differentially Expressed Genes using DeSeq2 (Love et al., 2014) through the iDEP v0.93 platform, following a between-sample normalization of expression values given by Kallisto to ensure a homogeneous distribution of expression data across samples (see Supplementary Table S1).

Genes being differentially expressed between at least two conditions (e-value < 0.05 and Fold-change >1) have been clustered by expression profile using Clust v1.12.0 (Abu-Jamous and Kelly, 2018) using raw ESTs (Kallisto output) as input data. Then contigs were named after their best tblastn hit against the human uniProt_proteome_UP000005640. Functional enrichment for each cluster was investigated using DAVID Bioinformatics Resources 6.8, using the whole transcriptome (from Step 5 above) as a reference dataset.

## Results

### Wound Healing Response and Vascular Remodeling Precede Injury Activated Whole-Body Regeneration

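The transcriptomic data come from 12 subclones of an isogenic strain of Botryllus schlosseri, a colonial tunicate whose zooids share a common vasculature inside the tunic. All zooids and buds were removed by microsurgery, and the remaining vasculature and tunic were frozen either directly (0 hpi) or after 6, 18 or 24 h in filtered seawater. Each time point has 3 libraries, each from a separate subclone, and no uninjured colony is among them, so every change is relative to colonies frozen directly after surgery. The libraries were sequenced as paired-end reads on an Illumina HiSeq. The authors removed ribosomal reads, trimmed the remainder, assembled a transcriptome de novo, kept the best open reading frame of each contig and collapsed similar transcripts. They then assigned the reads to these contigs with Kallisto, which matches reads without a genome and divides a read that fits several contigs between them. The deposited values are these estimated counts per contig, not divided by library size or contig length. The total per library ranged from 2949021 to 3992991 at 0 hpi (median 3465156), from 2397316 to 2693477 at 6 hpi (median 2468848), from 2807144 to 3786668 at 18 hpi (median 2905805) and from 2076597 to 3895273 at 24 hpi (median 3808033). The paper gives a depth of about 70 M paired-end reads per sample, and all values here rest on the smaller totals of the deposited table. For the values reported here, the estimated counts were rounded to whole numbers and normalized by edgeR's TMM method. Contigs with low counts were left out by edgeR's filterByExpr, and all 12 libraries entered a single fit of edgeR's quasi-likelihood model. A contig was called changed between 2 time points at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change above 1, the thresholds of the paper. The rows carry no gene names, so a contig is named only where Supplementary Figure S4 pairs its identifier with a gene.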

To describe the transcriptomic response to extensive colony injury, colonies of *Botryllus schlosseri* were allowed to regenerate for 0, 6, 18 and 24 h post-injury (hpi) respectively (see Material and Methods, Figure 1A). Approximately 147 million reads were cleaned and assembled into 157,306 contigs (N50 = 707 nuc.) from which 32,561 open reading frames were retained for downstream analyses (Supplementary Data S1). 

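The deposited table holds 32561 contigs, which belong to 26117 genes as Trinity groups them, and 10547 of the contigs share their Trinity gene with at least 1 other contig. Across the 12 libraries the estimated counts sum to 37246329, with a median of 2927413 per library. Between 31341 and 32176 of the contigs had a count in a given library, and the median count per contig lay between 23 and 50, depending on the library. In 9816 contigs (30.1%) at least 1 library has an estimate that is not exactly a whole number as deposited, without any tolerance, which shows that Kallisto divided reads between that contig and a similar sequence. For these contigs the level of a single contig is less certain than for the 22745 contigs with whole estimates only. 10 contigs have no count in any library, and 31383 contigs had enough counts to be tested.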

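Over the 6 comparisons between time points, 5864 of the 31383 tested contigs (18.7%) were called changed between at least 2 time points by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of these, 5248 were called against 0 hpi. At 6 hpi 1452 contigs were higher and 1578 lower than at 0 hpi. The number of lower contigs exceeded that of higher contigs more clearly later on, with 918 higher and 2223 lower at 18 hpi and 1110 higher and 2054 lower at 24 hpi. At 6 hpi limma-voom reversed the small excess, with 1418 higher and 1281 lower, as did an adjusted p under 0.05 alone (2164 and 2084). It was also reversed without replicate 1 of 0 hpi (1406 and 1320) or replicate 1 of 6 hpi (1273 and 1239). The other alternatives kept it. Between 6 and 18 hpi 502 contigs rose and 1495 fell, and between 6 and 24 hpi 632 rose and 1295 fell. The same direction was called at all 3 later time points against 0 hpi for 1267 contigs, 358 of them higher and 909 lower, whereas 64 contigs were called higher at some later time point and lower at another. Biological variation between replicates, expressed by edgeR as a common coefficient, was 0.243. The alternative that moved the total most was a test against an absolute log2 fold change of 1 (glmTreat) in place of a threshold on the estimate, which called 2070 contigs. DESeq2, the tool the paper used, called 6006 contigs on the same counts, of which 5611 were among those called by edgeR. The balance of directions also depends on the scaling. Lower contigs made up 70.8% of the calls at 18 hpi against 0 hpi and 74.9% at 18 against 6 hpi with TMM, but 56.6% and 59.5% when only library size was taken into account, a scaling that moves the median log2 fold change of all tested contigs to 0.17 and 0.14, respectively.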

Gene expression level across the four time-points was measured by mapping reads to the 32,561 contigs, leading to the identification of 6,007 contigs having a differential expression (adjusted *p*-value < 0.05 and Log2 Fold-change > 1) between at least two conditions (Supplementary Table S1; Figure 1B). Most of the variation in gene expression arises between 0, 6 and 18/24 hpi, while 18 hpi and 24 hpi have similar molecular profiles (Figure 1B). 

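Distances between libraries were computed on log2 CPM of the tested contigs (TMM, prior count 2), as the root mean square difference per contig. Libraries of 0 and 6 hpi lay 1.05 ± 0.0251 apart (SD over the 9 pairs of libraries), 1.46 times the mean distance between replicates of these 2 time points. The corresponding ratio was 1.62 for 0 and 18 hpi, 1.49 for 0 and 24 hpi, 1.36 for 6 and 18 hpi and 1.28 for 6 and 24 hpi. In each of these 5 comparisons the real split of the 6 libraries gave the largest ratio (one-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). Libraries of 18 and 24 hpi lay 0.749 ± 0.0808 apart (SD), against 0.716 ± 0.128 between replicates of these time points, a ratio of 1.05 that another split of the 6 libraries reached as well (exact permutation test, p = 0.2). The test cannot reach a p under 0.1, so it does not show that the time points are alike. In 5 simulations of groups without a change, in which contigs varied independently of each other, the ratio of a pair was at most 1.005. Between these time points edgeR's quasi-likelihood test called 7 contigs higher and 1 lower at 24 hpi, while 2203 contigs had an unadjusted p under 0.05. DESeq2 called 39 higher and 10 lower, and limma-voom called 10 higher and 0 lower. With library size as the only scaling edgeR called 1 higher and 1 lower, so the share of lower contigs was 50.0% in place of 12.5%. These counts depend on single libraries. Without replicate 1 of 24 hpi edgeR called 148 contigs higher and 25 lower, without replicate 2 of 24 hpi 3 lower, and without replicate 3 of 24 hpi 1 higher and 2 lower. It called 0 contigs higher without replicate 1 or replicate 3 of 18 hpi, 4 without replicate 2 of 18 hpi and 11 without replicate 1 of 0 hpi. The ratio of distances for this pair was also under 1 without any one of the 18 hpi libraries, at 0.997, 0.973 and 0.966, and rose to 1.185 without replicate 1 of 24 hpi. From the numbers of differentially expressed contigs in Figure 1B, the paper states that most of the variation arises between 0, 6 and 18/24 hpi.

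**Figure D1:**
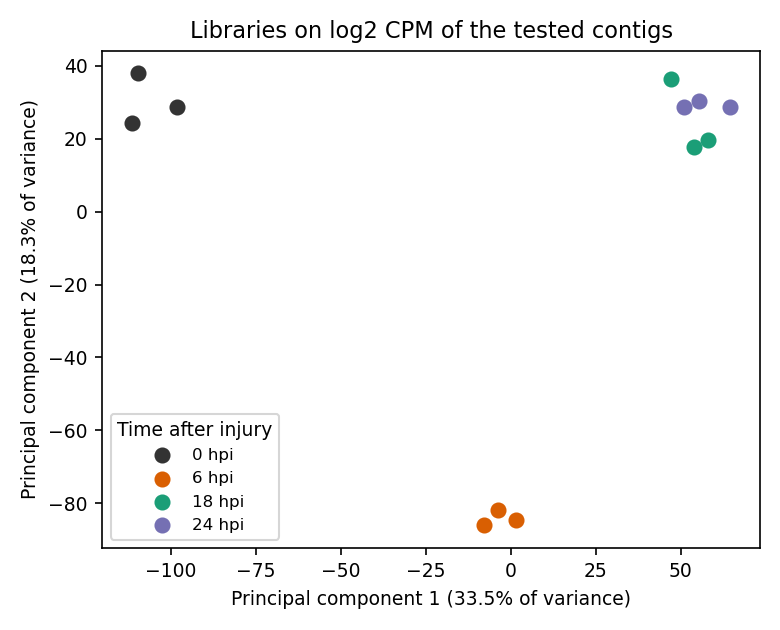
Principal component analysis of the 12 libraries on log2 CPM of the tested contigs, with the share of variance on each axis (33.5% and 18.3%) and a point per library, coloured by time after injury. On these axes the libraries of 0 hpi and of 6 hpi each form a separate group, and those of 18 and 24 hpi lie together. On principal component 3 (10.2% of variance, not drawn), replicates 1, 2 and 3 of 24 hpi lay at 48.01, -100.8 and -19.66. The libraries of 18 hpi lay between 19.51 and 35.23 there.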

The 6,007 contigs were grouped into eleven clusters based on their expression profiles (Figure 1C). 

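The paper's clustering tool, Clust, was given counts that are not normalized and was not run here. As a description of the same kind, the 5864 changed contigs were grouped by k-means into 11 clusters on their 4 time point means of log2 CPM, scaled to mean 0 and unit SD for each contig. The clusters held between 356 and 874 contigs. In 5 clusters the scaled mean was lowest at 0 hpi, in 4 it was highest at 0 hpi, and in 2 it lay in between. The largest cluster, with 874 contigs, was highest at 0 hpi and stayed low at the later time points, with scaled means of 1.45 at 0 hpi, -0.38 at 6 hpi, -0.57 at 18 hpi and -0.50 at 24 hpi. A cluster of 550 contigs peaked at 6 hpi, with a scaled mean of 1.41 there. A cluster of 514 contigs was lowest at 6 hpi (-1.17) and close to its average at 18 and 24 hpi. The total in clusters with 0 hpi lowest depends on the algorithm. Another k-means algorithm, MacQueen's, which was added after the values were seen, reached nearly the same within-cluster sum of squares (1590.55 against 1590.2). It placed 1737 contigs, not 2224, in clusters with 0 hpi lowest, and 2779, against 2782, in clusters with 0 hpi highest. Contigs that moved between clusters were not counted. Unsharp borders and a changed label of a cluster therefore cannot be told apart. The label of the cluster of 550 contigs rests on scaled means of -0.59 at 0 hpi and -0.52 at 18 hpi.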

Clusters 0, 1 and 10 correspond to a general increase in expression upon surgery; clusters 5, 6, and 7 to a general decrease, while the other clusters show more complex profiles (Figure 1C). 

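Without any clustering, each of the 5864 changed contigs can be classed by its means of log2 CPM at the 4 time points. The mean was lowest at 0 hpi, a general increase after surgery, for 1828 contigs (31.2%). It was highest at 0 hpi, a general decrease, for 2700 contigs (46.0%), and 0 hpi lay in between for the remaining 1336 (22.8%). With the counts taken without normalization, the input that the paper gives for its clustering, the 3 classes held 1629, 2875 and 1360 contigs. With library size as the only scaling, 6069 contigs were called changed and the classes held 2256, 2430 and 1383. The excess of decreases over increases was then small, so its size depends on the scaling. With TMM, the highest mean was reached at 6 hpi for 1702 contigs, at 18 hpi for 634 and at 24 hpi for 828. The lowest mean fell at 6 hpi for 1145 contigs. These classes use the means alone, so a contig can enter a class although its means at neighbouring time points differ by less than the spread between replicates.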

Taken together these results show a drastic transcriptomic response to injury in the first 18 h of WBR in *Botryllus.*

Functional enrichment of the retrieved clusters (Supplementary Table S1; Figure 1D) reflects the active role played by the circulatory system in injury response and WBR initiation, in line with the important vascular remodeling observed after zooid ablation (Supplementary Movie S2). Indeed, seven clusters are enriched in genes of the complement and coagulation cascade (Figure 1D), a mammalian proteolytic cascade in blood plasma acting as a defense mechanism against pathogens. 

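Complement component C3/5 is represented by the contig TRINITY_DN18533_c0_g2_i2.p1, as labelled in Supplementary Figure S4. Its normalized count was 381.9 ± 91.6 CPM (SD, n = 3) at 0 hpi, from 1060 to 1361 estimated counts per library, and rose to 1023 ± 24.0 CPM (SD, n = 3) at 6 hpi. It remained at 831.4 ± 104 CPM (SD, n = 3) at 18 hpi and 910.3 ± 81.4 CPM (SD, n = 3) at 24 hpi. Relative to 0 hpi the log2 fold change was 1.42 at 6 hpi (standard error 0.201, adjusted p = 0.000122 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 1.123 at 18 hpi (standard error 0.200, adjusted p = 0.000824 from the same test) and 1.25 at 24 hpi (standard error 0.200, adjusted p = 0.000304 from the same test). Every library after 0 hpi was above every library of 0 hpi. Every library of 6 hpi was also above every library of 18 and 24 hpi, but no difference between the later time points was called, with an adjusted p by edgeR's test of 0.418 at 18 against 6 hpi (log2 fold change -0.30), 0.698 at 24 against 6 hpi (-0.17) and 0.957 at 24 against 18 hpi (0.13). The log2 fold change at 18 hpi depends on a single library for its call, being 0.95 without replicate 2 of 0 hpi. In 10 of the 12 libraries the estimate is not a whole number, so part of the reads was divided with a similar contig. Over the 12 comparisons against 0 hpi of the 4 contigs of Supplementary Figure S4 that were matched to the table, 10 had an adjusted p under 0.05 over all contigs tested and 10 did when adjusted over the list alone; the study chose this list on these libraries, so the latter is not independent evidence. Transcripts similar to MASP and Ficolins are not analysed here.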

More specifically, clusters 0, 1, 2 and 10 comprise orthologues of the complement components C3/C5—the core proteins of the complement cascade - as well as transcripts similar to MASP and Ficolins that activate the complement through the lectin pathway (Supplementary Table S1; Supplementary Figure S4, Supplementary Data S2). 

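Coagulation factor XIIIb, the contig TRINITY_DN13609_c0_g3_i1.p1 in Supplementary Figure S4, fell at each step up to 18 hpi. Its normalized count was 128.5 ± 46.0 CPM (SD, n = 3) at 0 hpi, 38.3 ± 10.2 CPM (SD, n = 3) at 6 hpi, 1.89 ± 1.40 CPM (SD, n = 3) at 18 hpi and 1.03 ± 0.547 CPM (SD, n = 3) at 24 hpi. The estimated counts ranged from 227 to 589 per library at 0 hpi and from 1 to 12 at 18 hpi. The 3 libraries of 24 hpi held 11 counts together, so the low levels are imprecise. Against 0 hpi, the log2 fold change was -1.75 at 6 hpi (standard error 0.325, adjusted p = 0.00245 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), -6.02 at 18 hpi (standard error 0.445, adjusted p = 7.29e-07 from the same test) and -6.81 at 24 hpi (standard error 0.486, adjusted p = 5.27e-07 from the same test). The decrease from 6 to 18 hpi was also beyond the spread between replicates, with a log2 fold change of -4.27 (adjusted p = 4.31e-05 from edgeR's test). From 18 to 24 hpi no difference was detectable at this depth (adjusted p = 0.910). All estimates of this contig are whole numbers. With each library left out in turn, the log2 fold change at 18 hpi stayed between -6.55 and -5.53. Selectin-like genes are not analysed here.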

Clusters 5, 6 and 7 contain genes involved in coagulation (*e.g.*, orthologue or Coagulation factor XIII B chain) and platelet activation (*e.g.*, selectin-like genes). The enrichment of Fibrinogen (FBG) domain-containing genes (clusters 0, 1, 10) and of ECM components (all clusters) (Figure 1D) suggests a link between blood clotting and vascular remodeling by modulation of the physical interactions between vascular epithelium and extracellular matrix. 

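Among the contigs of Supplementary Figure S4, TRINITY_DN13206_c4_g12_i1.p1 represents the Angiopoietin receptor TIE1/2 and TRINITY_DN16425_c0_g1_i6.p1 represents Sox7/17/18. The TIE1/2 contig had a low level of 6.70 ± 1.21 CPM (SD, n = 3) at 0 hpi, from 20 to 26 estimated counts per library, and reached 17.2 ± 2.94 CPM (SD, n = 3) at 18 hpi and 13.2 ± 2.16 CPM (SD, n = 3) at 24 hpi. Its log2 fold change against 0 hpi was 1.36 at 18 hpi (standard error 0.259, adjusted p = 0.00143 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At 24 hpi it was 1.00 (standard error 0.263, adjusted p = 0.0157), just beyond the fold change threshold, and DESeq2 placed it just under that threshold at 0.9981. It was not called without replicate 2 of 0 hpi (0.85), replicate 1 of 24 hpi (0.92) or replicate 3 of 24 hpi (0.99). At 6 hpi every library was above every library of 0 hpi, but the difference did not pass the threshold on the adjusted p (log2 fold change 0.56, standard error 0.275, adjusted p = 0.212 by edgeR). The Sox7/17/18 contig rose from 34.2 ± 4.52 CPM (SD, n = 3) at 0 hpi to 77.2 ± 5.98 CPM (SD, n = 3) at 18 hpi and 66.5 ± 14.4 CPM (SD, n = 3) at 24 hpi. Its log2 fold change was 1.17 at 18 hpi (standard error 0.198, adjusted p = 0.000507 by edgeR). At 24 hpi the value of 0.97 (standard error 0.198, adjusted p = 0.00263) passed the threshold on the adjusted p but not that on the fold change, although every library of 24 hpi was above every library of 0 hpi; with upper quartile scaling it was 1.01 and was called, as it was without replicate 1 (1.04) or replicate 3 (1.07) of 0 hpi or replicate 2 of 24 hpi (1.14). At 6 hpi it was 0.41 (adjusted p = 0.211 by edgeR). In 11 libraries the Sox7/17/18 estimate is not a whole number, since reads were divided with a similar contig. The contig labelled Ets-1 in Supplementary Figure S4 was not matched to a row of the table under that identifier, and Ets-1, tenascins and angiopoietins are not analysed here.

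**Figure D2:**
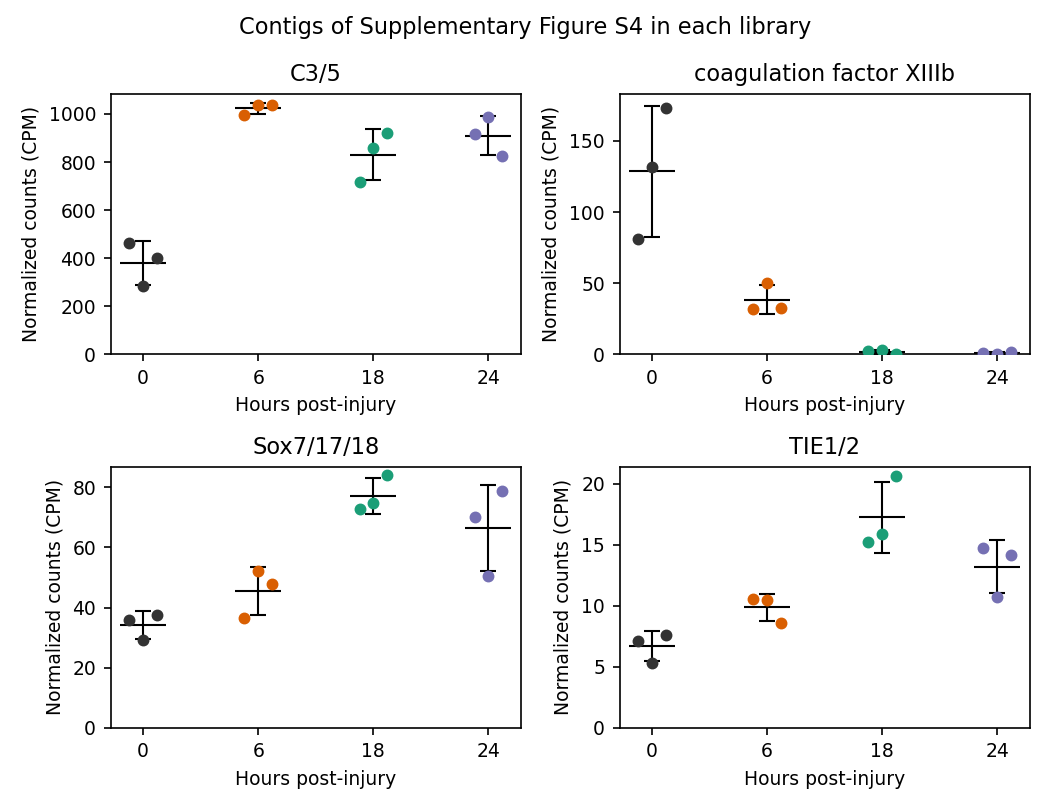
Normalized counts (CPM, TMM) of the contigs of C3/5, coagulation factor XIIIb, Sox7/17/18 and TIE1/2 against hours post-injury, with a point per library and bars for the mean and SD (n = 3); each vertical axis starts at 0. C3/5, Sox7/17/18 and TIE1/2 lie lowest at 0 hpi, and coagulation factor XIIIb falls from 128.5 CPM at 0 hpi to 1.03 CPM at 24 hpi.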

Putative regulators of angiogenesis (the formation of new vessels from pre-existing ones) are numerous in clusters 0 and/or 1 (Supplementary Table S1), including transcripts similar to tenascins and angiopoietins, as well as orthologues of the Angiopoietin receptor (TIE1/2) and the transcription factors ETS1 and Sox7/17/18 (Supplementary Data S2). In mammals, ETS-1 controls endothelial cell migration and invasion (Iwasaka et al., 1996), while Sox17 promotes angiogenesis and endothelium regeneration (Liu et al., 2019). Finally, *Botryllus schlosseri* Gata-b, the orthologue of Gata1/2/3 that we previously found expressed in vascular buds (Ricci et al., 2016a), also belongs to cluster 0. In mammals, Gata-2 is central to maintaining endothelial cell identity (Kanki et al., 2011).

Functional enrichment analysis also revealed an expression increase of the NF-kappa B signaling pathway, involved in mammalian immunity and cell survival (Oeckinghaus et al., 2011), as well as a drop in the expression of translation-related genes, especially of ribosomal protein-coding genes (Supplementary Table S1). The biological significance of the latter is still unclear, but it may be linked to the translational response to stress (Advani and Ivanov, 2019).

### Whole-Body Regeneration Origins From Extravascular Tissues That Migrate Into the Vasculature

To track the origin of WBR, we filmed with a high-resolution camera the entire colonies of *B. schlosseri* upon microsurgery (*n* = 9 colonies) and allowed them to regenerate until the morphogenesis of new zooids. The analyses of the digitally magnified areas of budding showed that, in the tunic near the dissection area, relatively small (50–70 µm) fragments of tissues start to move towards the vasculature, get surrounded by the latter, and eventually develop into a new zooid (white circles in Supplementary Movies S3–5). Such tissue fragments are not present in the tunic of undissected colonies suggesting that they may be debris of zooids or peribranchial buds, left behind after dissection. To better understand the dynamic of WBR, we followed *in vivo* the migrating tissues within the tunic until they got in contact with the vasculature. Then, we fixed and examined the details of the tissue interactions (Figure 2). From the observation of *n* = 11 putative WBR onsets from four different colonies, we detected the presence inside the tunic of double monolayered vesicles approaching (Figures 2A–E’’; Supplementary Movie S6) and fusing to (Figures 2F–Q’’; Supplementary Movies S7–8) the vasculature. We also reported more complex epithelial structures already fused to the vasculature (*n* = 1) (Figures 2R-U’’’, Supplementary Movie S9). The presence of such intravascular structures has never been observed in undissected colonies during their asexual growth (data not shown).

**FIGURE 2:**
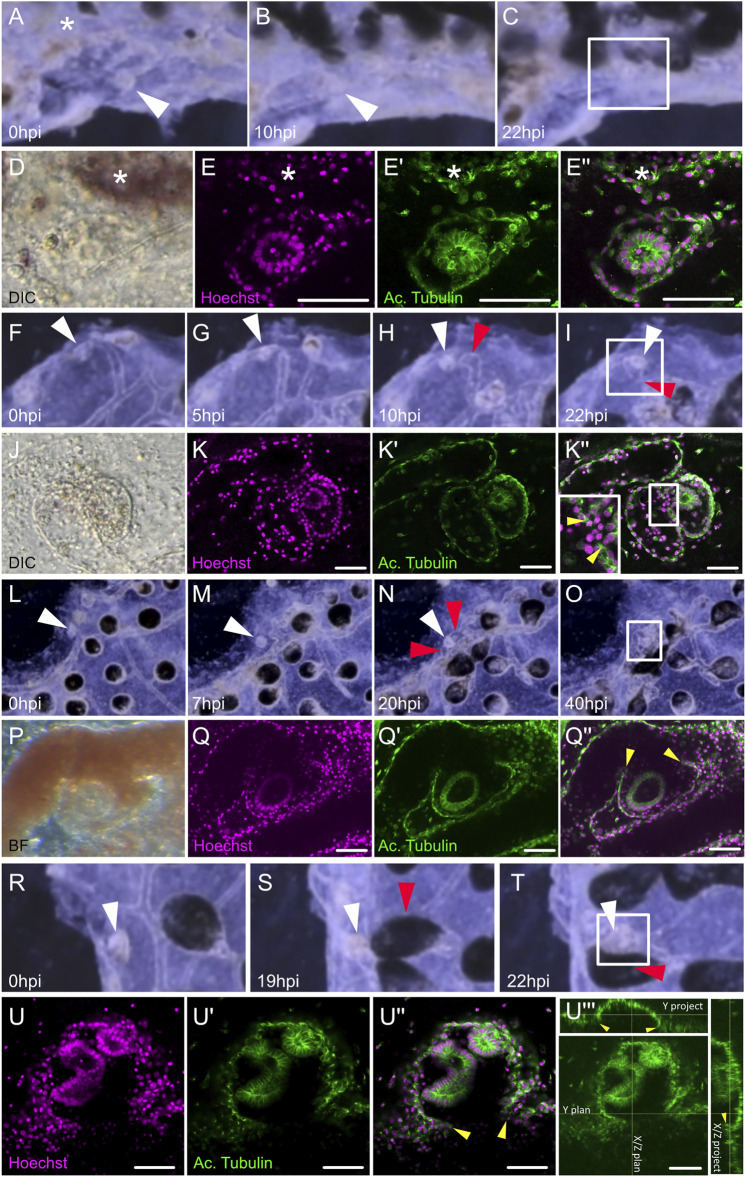
Dynamic of the migration of extravascular tissues into the vascular network. **(A–C)** Screenshots from Supplementary Movie S6 show tissue left-over getting in close contact to the vasculature from **(A)** 0 h post-injury (hpi) to **(B)** 10 hpi and **(C)** 22 hpi. **(D–E’’)** Microscopic view of the areas squared in **(C)**. **(D)** Transmitted light with DIC filter, the double monolayer vesicle can be seen in the tunic. **(E)** Hoechst staining. **(E′)** Acetylated tubulin counter-staining. **(E’’)** Composite. **(F–I)** Screenshots from Supplementary Movie S7 showing tissue left-over fusing with the vasculature at the double vesicle stage, from **(F)** 0 hpi to **(G)** 5 hpi, **(H)** 10 hpi, and **(I)** 22 hpi. **(J–K’’)** Microscopic view of the areas squared in **(I)**. **(J)** Transmitted light with DIC filter, the double monolayer vesicle can be seen in the tunic. **(K)** Hoechst staining. **(K-′)** Acetylated tubulin counter-staining. **(K’’)** Composite, the insert is a magnification of the region of fusion. **(L–O)** Screenshots from Supplementary Movie S8 showing tissue left-over fusing with the vasculature at the double vesicle stage, from **(L)** 0 hpi to **(M)** 7 hpi, **(N)** 20 hpi, and **(O)** 40 hpi. **(J–K’’)** Microscopic view of the areas squared in **(O)**. **(P)** Transmitted light, the double monolayer vesicle can be seen engulfed by the vasculature. **(Q)** Hoechst staining. **(Q′)** Acetylated tubulin counter-staining. **(Q’’)** Composite. **(R–T)** Screenshots from Supplementary Movie S9 showing tissue left-over fusing with the vasculature from **(R)** 0 hpi to **(S)** 19 hpi and **(T)** 22 hpi. **(U–U’’)** Microscopic view of the areas squared in **(T)**. **(U)** Hoechst staining. **(U′)** Acetylated tubulin counter-staining. **(U’’’)** Orthogonal projections of the confocal stack show the histological continuity between the bud epithelium and the vascular wall. White arrowheads: tissue left-over, red arrowheads: ampullae fusing with the bud, yellow arrowheads: fusion between bud and vascular epithelium, asterisk: neighboring ampulla.

The localization of potential sites of vascular budding was also monitored *a posteriori*, i.e. by direct detection of clusters of cells in dissected colonies without the tracking via the corresponding movie. By screening different genotypes the first visible signs of putative WBR (n = 41 different colonies) were detected between 2 and 5 days after surgery (Supplementary Table S2). Also in these screening, we observed different scenarios: the WBR onset was often positioned on the side of the colony facing the surgery (internal side of the system), either in a protrusion of the peripheral vessel (Supplementary Figure 5A) or inside an ampullae (in 40 of the 41 colonies) (Supplementary Figure S5B). In some cases, up to a dozen of hollow vesicles were observed in a single regenerating colony (Supplementary Figure S5C) with several of them being present in the same ampulla or vessel outgrowth (Supplementary Figures S5D–E). The presence of more complex epithelial structures was also detected (Supplementary Figure 5F).

### Reconstruction of the Early Ontogenesis of the Intravascular Bud Onset

To better describe the morphology of the onset of WBR upon injury, as well as to infer the ontogeny of the process, we further described over a hundred (*n* = 109) proliferating intravascular cell clusters detected within the first 3 days after microsurgery. We coupled previously reported observations (Ricci et al., 2016a) with a higher number of observations and more accurate anatomical descriptions and attempted to assess the dynamics of the vascular bud development. The simplest intravascular structure detected upon microsurgery, and absent in undissected colonies, is a cluster of cells tightly associated with the vascular endothelium. These clusters of between 3 and 8 cells (*n* = 9, size ranging from 12 to 19 μm, average size = 16.1 +/−2.5 µm, Figures 3A,B) were found close to the vascular epithelium and proliferated (Figure 3B). Immunostaining revealed in the cells of such cluster a consistent localization of gamma-tubulin and PKCξ, suggesting that cells within the cluster have an apicobasal polarity (Parker et al., 2013) (Figures 3C,D). The size and the number of cells drew us to consider this intravascular structure a putative initial stage of WBR *via* vascular budding. The detection, very close to the vascular epithelia, of bigger spherical cell clusters (from 6 to 20 cells, *n* = 28; size ranging from 12 to 28 μm, average size = 16.8 +/− 4.3 µm) without a visible lumen, suggest a possible successive stage (Figures 3E,F). In larger vascular buds (*n* = 16; size ranging from 23 to 37 μm, average size = 29.6 +/− 4.3 µm), a lumen was detected in the center of the vesicle. These buds consisted of a spherical, hollow, monolayered epithelium. The apical localization of PKCξ, and the presence of cilia in the vascular bud cells, showed an epithelialization and cell polarization in the vascular buds (Figures 3G,H). The cells of the bud are monociliated, with their apical side facing the bud lumen and associated with tight junctions (Figures 3I,J), and the basal side facing the vessel lumen (Figure 3K). Mesenchymal cells, i.e., hemocytes, are detectable inside the vesicle.

**FIGURE 3:**
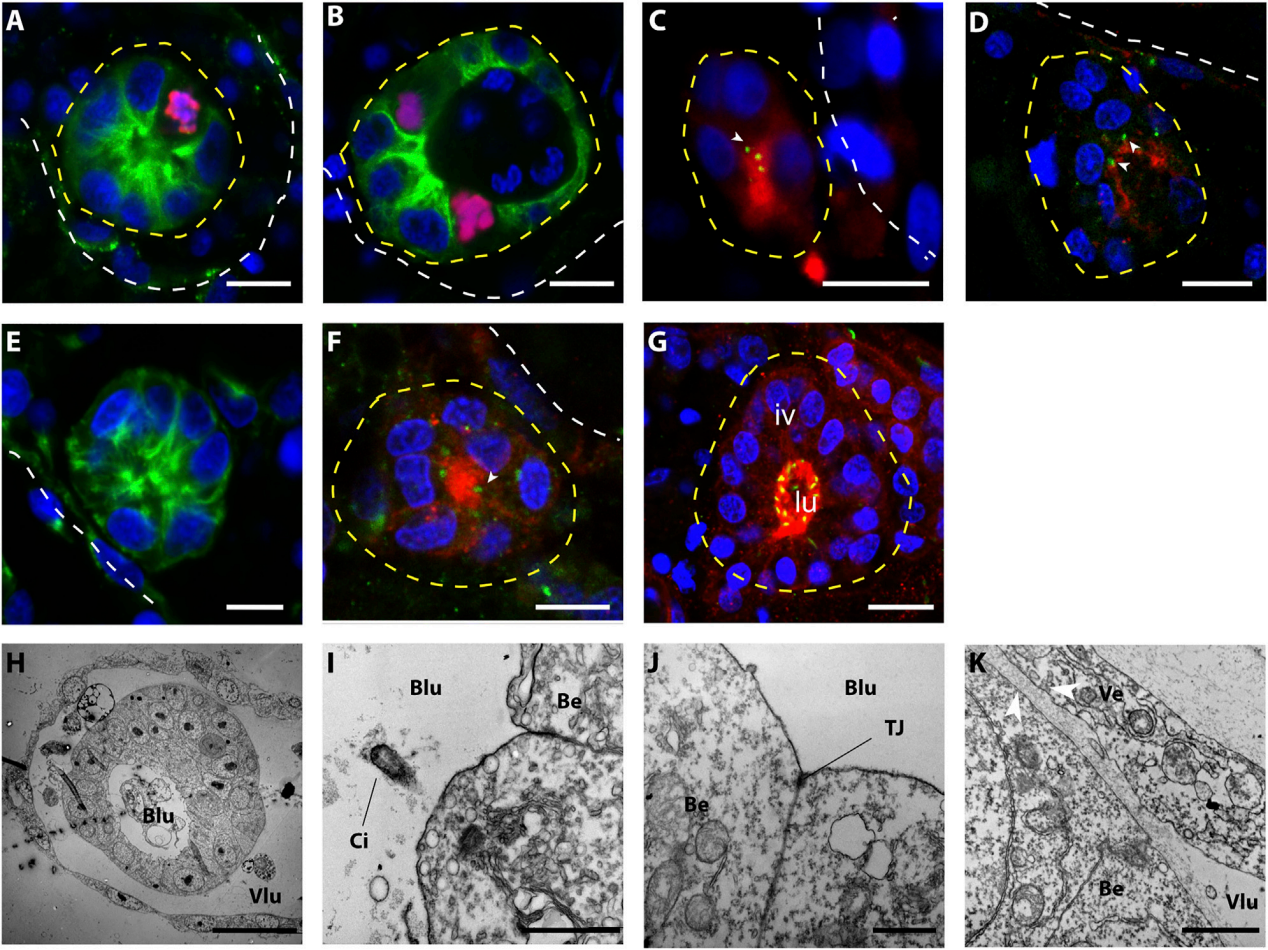
Morphology of small (<40 μ) intravascular cell clusters. **(A–G)** Confocal images of intravascular cell clusters observed 72 h post-surgery. The white dotted line points out the epithelia of the vasculature, while the yellow dotted lines highlighted the intravascular cell clusters. Cell nuclei are stained with Hoescht (blue); in **(A,B,E)** anti-tyrosinated tubulin (green) outlines the cell bodies; in **(C,D,F,G)** anti-PKCξ (red) shows the apicobasal cell polarity and anti-gamma tubulin (green) suggest the presence of cilia. Iv, inner vesicle, lu, lumen. Scale bar 10 μ. **(H–K)** TEM imaging shows the ultra-structure of the vascular epithelium and the intravascular cell clusters. **(H)** Overview of an intravascular vesicle lining on the vessel wall; scale bar 20 μ. **(I)** detail of the epithelial cells of the vascular bud, showing monociliated cells (**I,** scale bar: 1 μ) and tight junction (**J**, scale bar: 1 μ) on the apical side (directed towards the bud lumen). **(K)** Detail of the intracellular cluster and the vessel epithelia. Note the thickening of the basal laminas between vessel epithelial cells and vascular bud cells (arrowheads), scale bar: 1 μ. Blu, bud lumen; Vlu, vessel lumen; Ci, cilia; Be, bud epithelium; TJ, tight-junction.

Polarization of the whole vesicle could be observed in the majority of vascular buds of slightly bigger size (*n*= 37, size ranging from 23 to 55 μm, average size = 41.2 +/− 7.4 µm) (Figures 4A–C). In these buds, the side of the bud epithelium in close contact with the vascular endothelium (proximal side) exhibited big, cuboidal cells, with nuclei positioned on the side of the basal membrane. On the opposite side of the bud (distal side), facing the vessel lumen, cells appeared flattened, slightly bigger than their nuclei (Figures 4A–C). We also detected a polarized expression of Wnt2 (Figure 4D), which is also a marker of polarization in the peribranchial bud (Di Maio et al., 2015).

**FIGURE 4:**
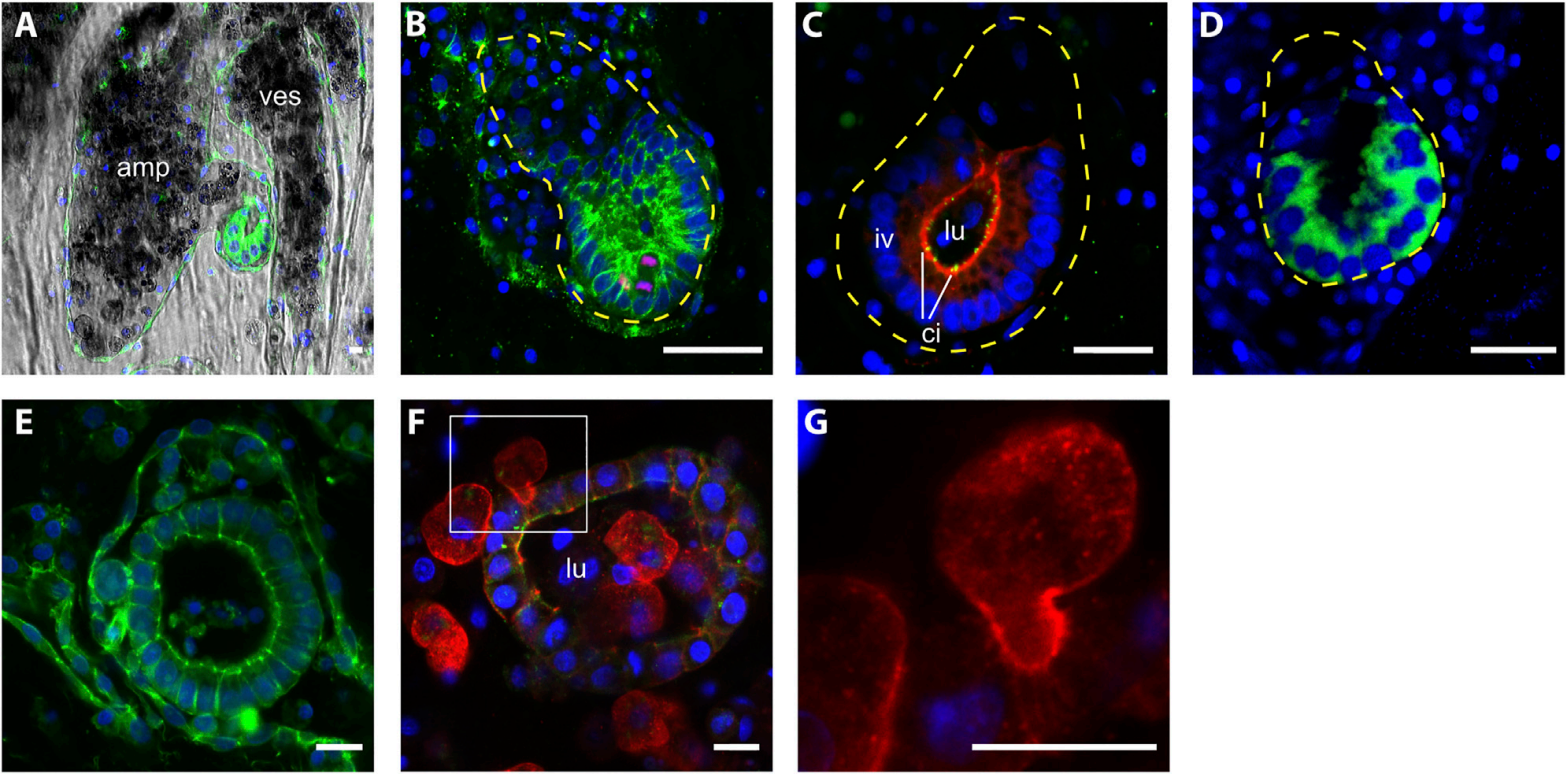
Morphology of intravascular double vesicles.1 **(A)** The putative vascular bud grows in the protrusion of an ampulla and **(B)** it closely interacts with the vascular epithelia, the cells in contact with the vascular epithelia are thicker than the most distal cells. Cell shape is labeled with anti-tyrosinated tubulin (green) and proliferating cells are labeled with anti phospho HH3 (red). **(C)** Anti-PKCξ (red) shows the apicobasal cell polarity and anti-gamma tubulin (green) shows the presence of cilia. **(D)** The polarization of the intravascular vesicle is also highlighted by the transient localization of Wnt2 (green). **(E–F)** Bigger vesicle within the lumen mesenchymal cells, anti-tyrosinated tubulin (green), anti-pan-tyrosine kinase (red). **(G)** Details of a mesenchymal cell interacting with the epithelia of the vesicle. Cell nuclei are counterstained with Hoescht (blue). Amp, ampullae; ves, vessel; lu, lumen; iv, inner vesicle; ci, cilia. Scale bar, 10 μ.

Vesicles with even bigger size, yet without clear polarization were also found (*n*= 19; size ranging from 45 to 91 μm, average size = 62.6 +/− 13.5 µm) (Figure 4E). In these latter structures, mesenchymal cells are recurrently present inside the lumen. The position of some mesenchymal cells and their surface activity suggest a dynamic interaction with the vesicle (Figures 4G,H).

### Inconstant Morphogenesis Following the Double-Vesicle Stage

After the recurrent scenarios described above, larger vascular buds detected over 3 days post dissections exhibited epithelial folds and compartmentalization of inner cavities, similarly to morphogenesis of peribranchial buds (Manni et al., 2014), although with a greater diversity of configurations of shapes, as suggested by Voskoboynik et al. (2007). While growing, the epithelium of the vascular buds takes the shape of the surrounding vessels and ampullae, resulting in buds distributed in different vascular compartments with completely aberrant forms when compared to blastogenic buds of the same size, including double-axis, *situs inversus,* or hyperplasias (Supplementary Figure S6).

### Epithelia of the Vessels do not Contribute to the Vascular Budding Early Ontogenesis

To test the possible contribution of the vascular epithelia to the bud onset we took advantage of previous studies that showed the affinity of *B. schlosseri* vascular epithelia for BSA (Braden et al., 2014; Rodriguez et al., 2017; Rodriguez et al., 2018). First, to confirm the specificity of BSA to epithelial versus mesenchymal cells, uninjured colonies were injected with fluorescent-conjugated BSA and counterstained with Hoechst (nuclei) and FRM4-64 (cell walls). Within the first 48h, the presence of BSA is almost exclusively detected in vacuoles inside epithelial cells (98.62% ± 2.38, *n*= 10, (Supplementary Figure S7). After triggering WBR in 12 colonies, 40 VB onsets have been examined at different stages. In none of the vesicles the BSA signal has been detected (Figure 5). In 12 cases, BSA was detected in a cell that bridges the epithelial of the vessel with the inner vesicle (Supplementary Figure S8).

**FIGURE 5:**
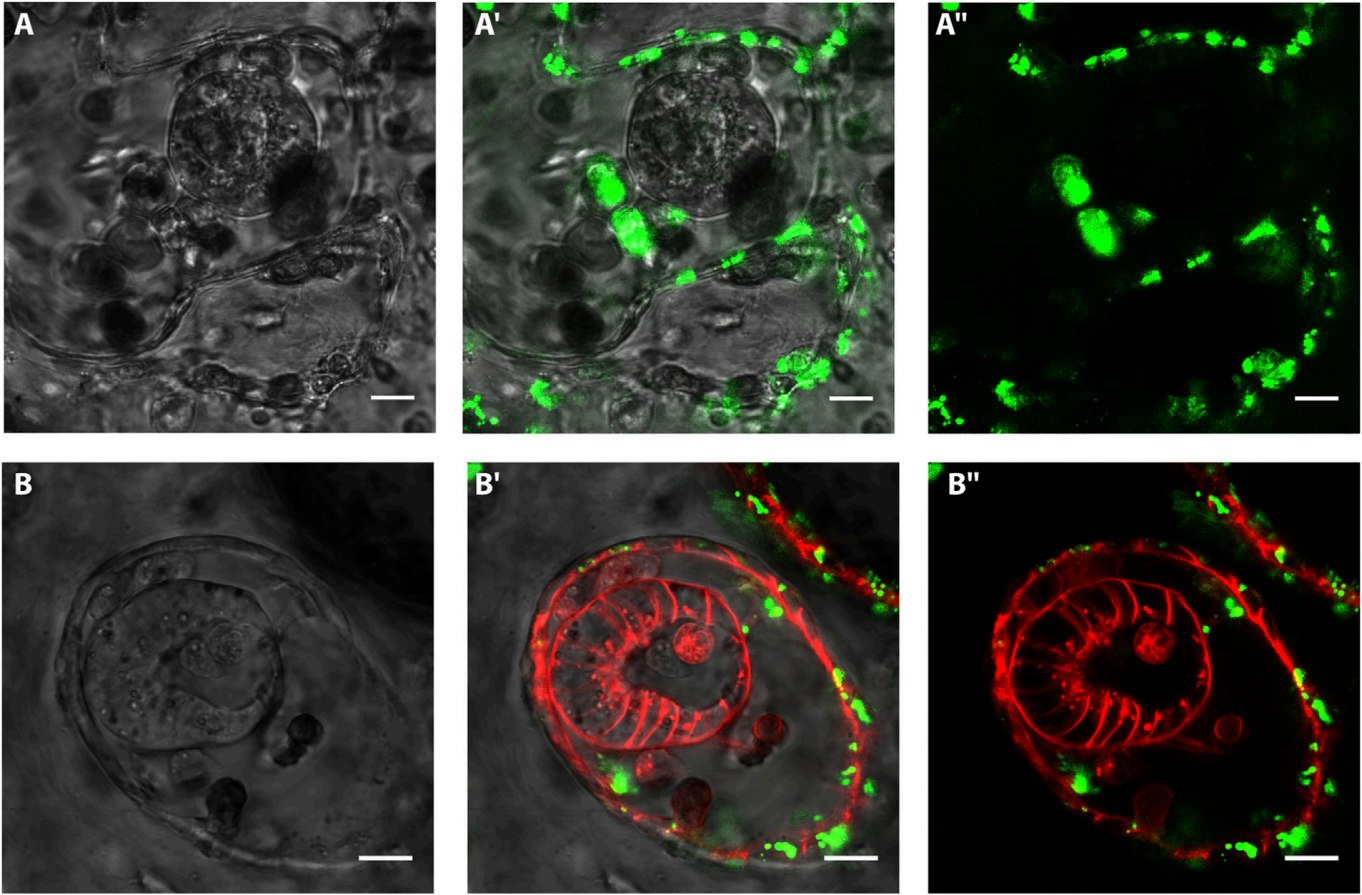
*In vivo* labeling of vasculature epithelium and intravascular vesicles with BSA and FMR4-64 Confocal images of vascular buds after injection of BSA and FM4-64. Green: BSA Alexa Fluor 488 conjugate; red: FM4-64. **(A–A’’)** Confocal images of a spherical-shaped cluster of cells detected within 3 days after microsurgery. The vasculature is labeled with FITC-conjugated BSA (green). **(B–B ’’)** Confocal images of a polarized vesicle detected within 3 days after microsurgery. The vasculature is labeled with FITC-conjugated BSA (green), the cell membranes are labeled with FM4-64 (red). Scale bar= 10 μ.

### In Chimeric Colonies, Regenerating Zooids Preserve the Genotype of the Surrounding Tissues

To assess whether VB onset is originating from circulating mesenchymal cells, an approach based on allorecognition and chimerism abilities of *Botryllus schlosseri* has been used (McKitrick and De Tomaso, 2010) (See Materials. and Methods). When two individual *B. schlosseri* colonies come into close contact, the ampullae reach out from each individual and come into contact. If the two colonies are histocompatible, the ampullae will fuse and form a single chimeric colony with a common vasculature. Yet, only hemocytes move from one original colony to the other, while the epithelia of vasculature remain separated (Braden et al., 2014; Taketa and De Tomaso, 2015).

After fusion, WBR was induced by depleting zooids and buds from the entire chimeric colony, and the regenerating zooids developed in separate regions of the vasculature. A total of 36 fusion experiments were performed and 7 of them produced vascular buds. Once they transformed into adult zooids, the gDNA was extracted from their stomachs. Then their genotype was assessed by analyzing four microsatellite loci and compared to the genotypes of the parental colonies (Supplementary Figures S2C, S9, S10). For the microsatellite BS811, we found alleles clearly different between the parental colonies (size 249 bp for colony A and 229 bp for colony B), and in six out of seven cases, the alleles amplified in the vascular buds corresponded to the genotype of the colony in which they originated (Figure 6)*.* These results suggest a local vascular origin of WBR or a preferential association between hemocytes and cells of the vascular system of the same genotype*.* For the microsatellite PB41 and PB49, the results showed a presence of both genotypes. Yet, prevalent amplicon corresponded also to the genotype of the colony harboring the vascular buds.

**FIGURE 6:**
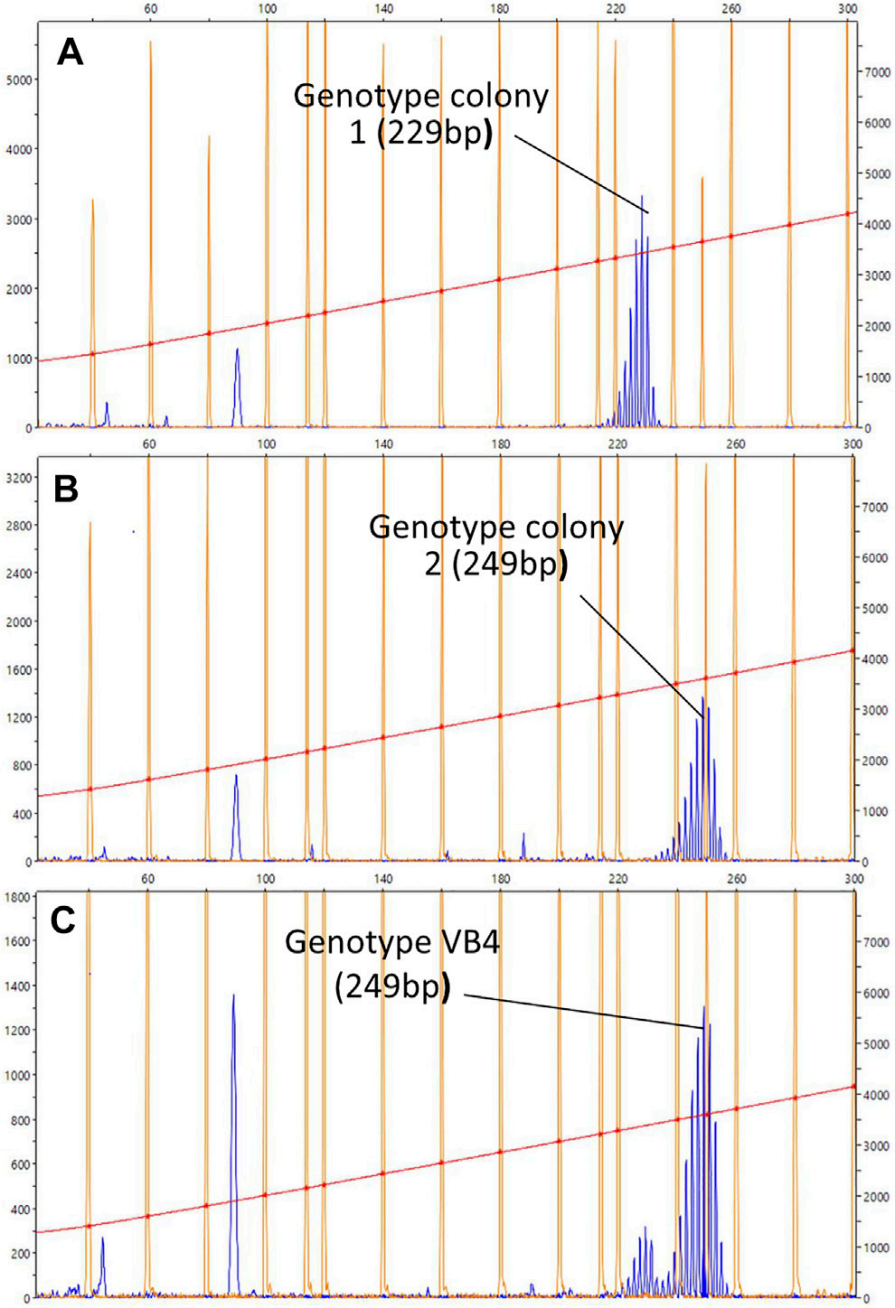
Representative chromatogram for the microsatellites BS811. **(A–C)** Diagrams showing the size of the BS811 microsatellite locus amplified by PCR. The horizontal axis indicates the size in nucleotides and the vertical axis indicates the intensity of the fluorescence detected in the PCR product. The size is calculated with the default settings of the Peak Scanner software for the referenced standard size used in this experiment, LIZ600 (blue peaks = fluorescence of PCR products; orange peaks = standard size markers). Size of the fluorescence peak detected in the PCR carried out with the gDNA of colonies 1 **(A)** and 2 **(B)**, collected before the fusion, and **(C)** with the gDNA obtained from the stomach of a vascular bud, developed in the colony vascular system 2. The size is given in nucleotides. The peak at less than 100 bp could indicate other alleles for the same locus, but since the size of this microsatellite is normally between 200 and 300 bp, it is most likely a non-specific amplification product.

### Hemocytes and Hemoblasts Proliferating Activity is Stable Throughout the Vascular Budding Onset

To provide an overview of the dynamic of cell proliferation after the induction WBR, a time course of their mitotic activity was measured in the early phase of regeneration. While the distribution of mitotic cells appeared scattered through the whole colony all along the time course, since the VB has been detected within ampullae rather than along the vessels, the number of mitotic cells was counted within ampullae of identical volumes at 5 different time points upon injury. By analyzing 89 ampullae of approximately identical volume (1,27∗10^6^ ± 0,06∗10^6^ microns^3^) from 11 different colonies the mitotic activity was detected mainly among circulating hemocytes and it remains stable with a feeble increment at 72 h post-injury (Figure 7 A-C).

**FIGURE 7:**
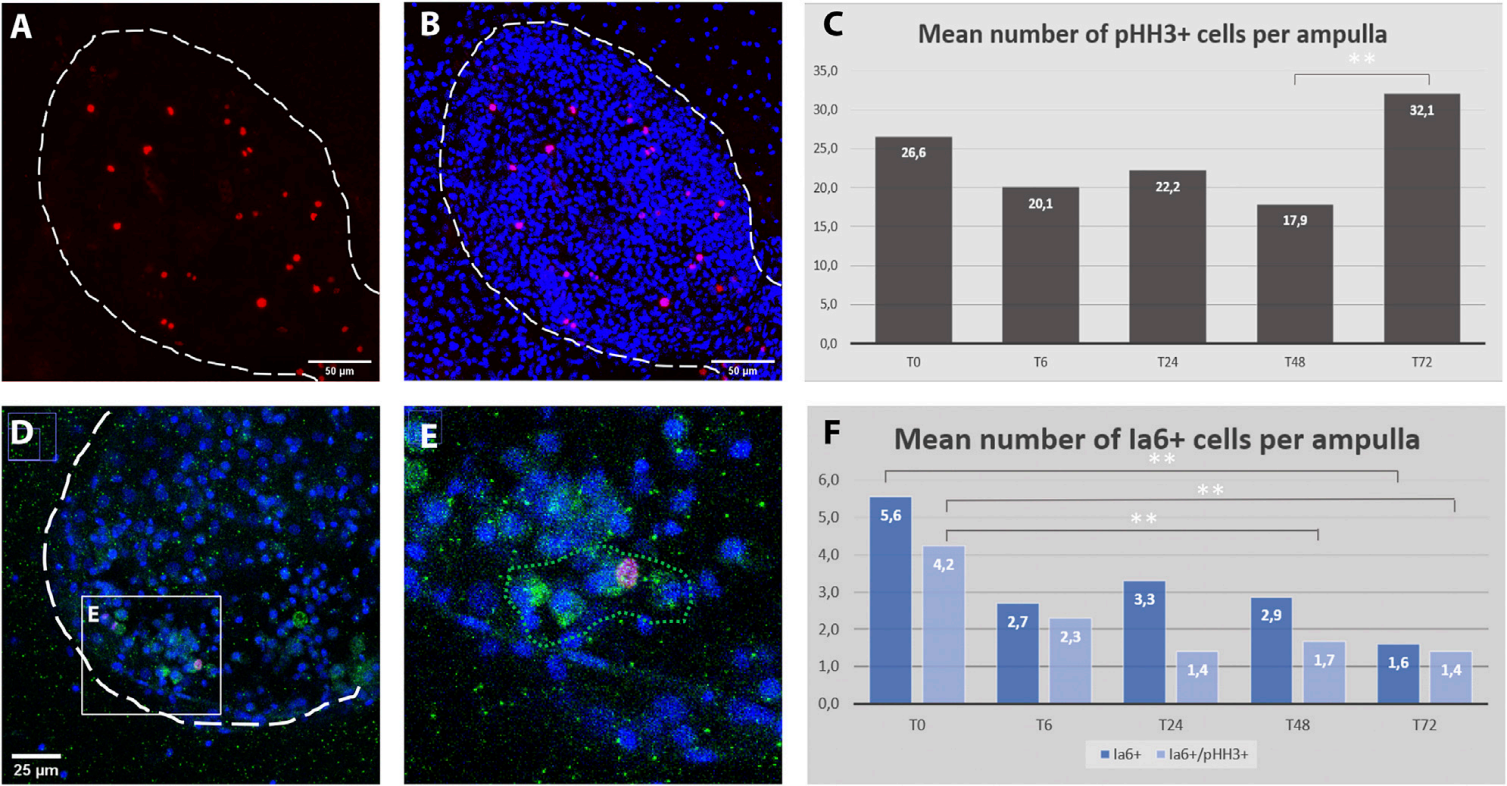
Cell proliferation dynamics and Ia6 expression in ampullae during the first 3 days after microdissection. **(A–B)** Confocal z-stack showing the detail of an ampulla: proliferating cells are stained with anti-phospho-HH3 (red), cell nuclei are counter-stained with Hoechst (blue), ampulla shape is outlined with dotted lines. **(C)** Average number of pHH3+ cells per ampulla for five time-points within the first 3 days after microdissection. A significant difference has been detected only between 48 h (T48) and 72 (T72) hours post microdissection (*p* = 0.025). **(D–E)** ampulla containing a cluster of Ia6+ cells (green) including one co-labeled with anti-phospho-HH3 (red). **(F)** Histogram showing the proportion of proliferation Ia6+ cells and their dynamic within the first 3 days after microdissection (*p* = 0.05).

In the closely related species *Botrylloides diegensis,* WBR has been reported to originate from a population of undifferentiated hemocytes, the hemoblasts, which behave like stem cells (Kassmer et al., 2020). Therefore, to explore the behavior of hemoblasts during the early stages of *B.schlosseri* WBR we used the putative hemoblast marker Integrin alpha 6 (Ia6) (Kassmer et al., 2020), assay the presence of Ia6+ and analyzed their dynamics via immunohistochemistry and *in situ* hybridization. With both techniques, we detected the presence of Ia6+. Yet, unlike what has been reported in *B.diegensis,* Ia6+ cells are rare and their number is stable throughout the onset of WBR, decreasing significatively only at 72 h post-injury (Figures 7 C–F, Supplementary Figure S11). Similar to *B. diegensis,* the majority of Ia6+ cells are proliferating (Figure 7C).

## Discussion

Among the different taxa that acquired WBR, the interest in tunicates regenerative abilities emerged due to their phylogenetic position as the sister group of vertebrates, and also because their regenerative capabilities are plastic within the sub-phylum, i.e., many species regenerate the whole body via asexual budding or upon extensive injury, others have more restrained regenerative potential (Alié et al., 2020; Nydam et al., 2021). Tunicates of the group of *Botryllinae* and in particular *Botryllus schlosseri* have been used for several decades as experimental laboratory models (Manni et al., 2019). The present study discloses previously undescribed dynamics of the phenomenon of injury triggered whole-body regeneration in *B. schlosseri*, and it adds anatomical and molecular elements that serve as a basis for further mechanistic studies in *B. schlosseri* as well as to compare regenerative processes among closely related chordate species.

### Transcriptomic Response to Injury Suggests a Role of Angiogenesis and Complement Activation in Whole-Body Regeneration

Regardless of the extent and the nature of the lost part, regenerative response to an injury generally begins with a reparative event, such as wound-healing, followed by the activation of a developmental program that starts with the activation of precursors and eventually the unfolds of new morphogenesis (Carlson, 2007; Tiozzo and Copley, 2015). The overexpression of angiogenesis-related genes and ECM components, together with the extensive vascular remodeling observed during the first 24 h, point to an active role of the blood vessels in *Botryllus* WBR. In fact, similarities in the use of angiogenic factors between vertebrate endothelium and *Botryllus* vascular cells have already been identified (Gasparini et al., 2007; Tiozzo et al., 2008b; Braden et al., 2014; Gasparini et al., 2014; reviewed in Rodriguez et al., 2019). In the latter, VEGF and VEGFR regulate the active expansion of the vascular network by sprouting angiogenesis, which is key to the expansion of the colony and to maintain a proper connection between zooids (Gasparini et al., 2008; Gasparini et al., 2014). In addition, the plasticity of the vascular architecture is controlled by the epithelial cells’ ability to synthesize the extracellular tunic (Gasparini et al., 2007) and to regulate its stiffness (Rodriguez et al., 2017). Finally, the ability of ampullae to actively migrate is central in the ability of *Botryllus* to regenerate its vasculature and is controlled by the expression of *BsVEGFR* in epithelial cells (Tiozzo et al., 2008c). Surprisingly, we could not find the *BsVEGFR* transcript in our RNAseq data. However, we found a dynamic expression of several angiogenic factors, of putative growth factors having EGF domains and of many components of the ECM, opening to further functional studies about the role of angiogenesis during WBR in *Botryllus schlosseri.*

Correct regeneration of lost organs in vertebrates necessitates a finely tuned interplay between inflammatory response, neovascularization and ECM remodeling to recruit stem/progenitor cells to the regenerative area and to organize the rebuilding tissues (reviewed in Mastellos et al., 2013). For instance, beyond its role as sentinels of immunity, C3 stimulate retina regeneration in chicken and mice (Haynes et al., 2013; Peterson et al., 2021), while in mouse complement proteins regulate wound-healing and angiogenesis in a complex, not fully resolved manner (reviewed in Markiewski et al., 2020). In ascidians, C3 expression has been reported in various epithelial cells and hemocytes of several species (Pinto et al., 2003; Raftos et al., 2004; Giacomelli et al., 2012). In *Ciona intestinalis*, C3 and its putative receptor are expressed by phagocytic amoebocytes (Giacomelli et al., 2012) that show a chemotactic behavior toward sources of synthetic bioactive C3a, suggesting that amoebocytes may be recruited to inflammatory regions (Melillo et al., 2006). In *Botryllus schlosseri*, C3 and components of the lectin pathway are expressed by cytotoxic morula cells that promote phagocytosis of non-self particles (Franchi and Ballarin, 2014; Nicola and Loriano, 2017; Peronato et al., 2020). 2020). 

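Among the 31383 tested contigs, ordered by their mean CPM at each time point, the C3/5 contig was already among the most abundant directly after surgery, at rank 259 (a percentile of 99.2). It moved to rank 83 at 6 hpi, rank 57 at 18 hpi and rank 76 at 24 hpi. Ranks of counts that are not divided by contig length favour long contigs, so they compare time points of the same contig better than different contigs.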

High level of expression of C3 orthologue and lectin pathway components (MASP, Ficolin) in the course of WBR in *Botryllus* suggests that the immune role of this pathway is important in the early steps of WBR. It also raises the intriguing possibility that C3 may be used to direct the migration of cells involved in regeneration, for instance, to orientate the vascular ampullae toward the tissue left-over. 

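Directly after surgery the coagulation factor XIIIb contig ranked 969 of the 31383 tested contigs by mean CPM, a percentile of 96.9. Its percentile was 83.4 at 6 hpi, 2.87 at 18 hpi and 1.31 at 24 hpi. No uninjured colony was sequenced, so whether its level at 0 hpi had changed from that before surgery cannot be read from these libraries, and the other coagulation-related genes are not analysed here.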

Finally, the high expression of coagulation-related genes immediately after injury suggests that the complement-coagulation interplay documented in vertebrates may also take place during *Botryllus* WBR to coordinate blood-clotting, defense against pathogen and tissue restoration.

### Origin of WBR in *Botryllus schlosseri*

The cellular origin of WBR *via* vascular budding in *Botryllinae* has been attributed to undifferentiated hemocytes, referred to as hemoblasts, which home to areas of the vasculature and initiate to develop into the regenerating zooid (Rinkevich et al., 1995; Kassmer et al., 2020). The cluster of hemocytes proliferate and differentiate into a hollow monolayered vesicle, which grows in size and gets enclosed by the surrounding vascular epithelia (Brown et al., 2009; Kassmer et al., 2020). The resulting double vesicle is comparable to the one observed during other forms of budding across colonial tunicates, e.g. peribranchial budding in Stolidobranchs (Manni et al., 2014; Ricci et al., 2016a).

In our previous work, Ricci et al. (2016a) suggested that in *Botryllus schlosseri* the VB arises from a cluster of mesenchymal cells circulating in the vasculature that gives rise to vesicles eventually developing into a zooid. However, the study lacked longitudinal analyses to backtrack the origin of the clusters, and also missed detailed morphological descriptions to follow the ontogeny of the process (Ricci et al., 2016a). Discordantly, a recently published work by Nourizadeh et al. (2021) proposed that VB originates from, and occurs only, if parts of the blastogenic buds are left behind during the surgery, and therefore suggests an extra-vascular origin of the WBR. Nevertheless, this study also lacked to follow the *in vivo* dynamics of the process at the cellular level and therefore failed to detect any intravascular vesicle or cell cluster (Nourizadeh et al., 2021).

Indeed, our observations suggest that in *Botryllus schlosseri* vascular buds do not originate from mesenchymal cells resident inside the vasculature but tissues hailed from outside the vasculature and left behind during the injury. In our experimental setup, during the microdissection procedure, the whole blastogenic buds are removed, and so are the majority of the adult zooid tissues. Only small residues of the anterior part of the differentiated adult zooids (<50–70 μm) often remain attached to the tunic (Supplementary Movies S3–S5). According to the anatomy of *B. schlosseri,* these residues may contain parts of the epidermis, the epithelium of the endostyle, the branchial and peribranchial epithelia, and portions of the mantels with residues of muscle fibers and/or peripheral nerves (Tiozzo et al., 2008b; Manni et al., 2014). Starting from this scenario, we observed that within 72 h the heterogeneous tissue leftovers: a) migrate and fuse into the vascular network and b) re-shape into different types and numbers of monolayered vesicles (Figure 8). First, the migration dynamics potentially involve some form of chemotaxis, which allows the migration of the residual tissues through the tunic and towards the vascular network, as well as angiogenetic/vasculogenetic mechanisms that allow the active sprouting of the tip of the vessels towards the tissue leftover. Second, the reshaping of the tissues into vesicles that eventually gives rise to a complex body suggests the existence of an unforeseen level of tissue plasticity and cell potency. The possible presence in the leftover tissues of residues of endostyle, which has been suggested to be a somatic stem cell niche in *B. schlosseri* (Voskoboynik et al., 2008), may contribute to the initiation of the WBR via vascular budding. On the other hand, mechanisms of cell de- or transdifferentiation, reported in the WBR in other relatively close tunicate species (Kawamura and Fujiwara, 1995; Kawamura et al., 2018), cannot be ruled out. Without a high-resolution method to live-tracking the cells and tissues it was not possible to provide information concerning the exact nature of the left behind tissues and the mechanisms involved. Yet, the lack of a hemocyte proliferation burst following the injury, and the scarce presence of Ia6+ circulating cells, a marker of putative stem cells in the sister species *Botrylloides diegensis* (Kassmer et al., 2020) does not hint the presence of mesenchymal stem-cell-based mechanisms in *B. schlosseri.*

**FIGURE 8:**
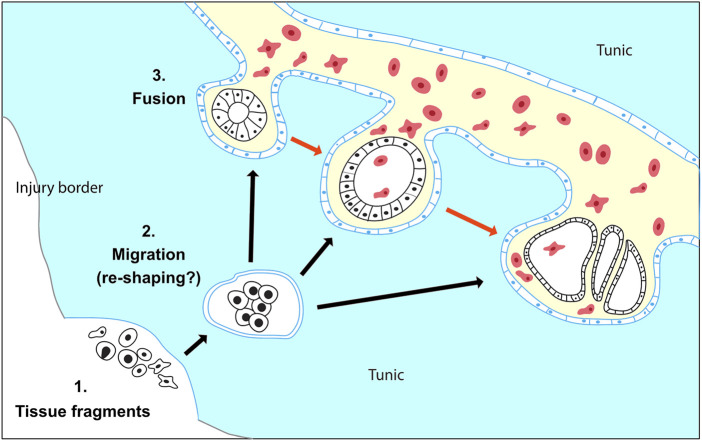
Proposed model for WBR in *Botryllus schlosseri*. (1) WBR originates from heterogeneous tissue fragments of the adult zooid, which have been left behind during injury. (2) The tissue fragments migrate through the tunic (black arrows) and possibly re-shape into spherical vesicles enclosed by a monolayered epithelium (blue). (3) The double vesicles fuse with the vasculature and release the inner vesicle (black) in the vascular system. The vesicles proliferate and develop into the regenerating zooid (red arrows). The exact nature of the leftover cells and the dynamic of tissue reshaping during tissue migration are unknown.

### Morphological Convergence

The variability of both the site and the time of appearance of the first detectable intravascular structure supports the idea that these two variables are linked respectively to the location and the amount of the tissue left behind upon microdissection. These inconsistencies, which have also been recently reported by Nourizadeh et al. (2021), together with the lack of a proper live-tracking technique do not allow to detail the ontogenesis of the vascular bud once entered into the vasculature. Yet, in our experiments that originally were aimed to completely deplete all zooids and budding tissues, we consistently left behind clusters of 50–70 μ circa. In these conditions, the first intravascular structures were observed within a time window of 3 days (72 hpi). Except few cases which showed the presence of complex epithelial structures probably linked to clumsy microdissection (Figures 2U–U’’), in most of the microsurgery experiments we detected a variety of intravascular monolayered vesicles. These vesicles were all made of polarized cells, with the apical side facing the lumen. They were all actively proliferating and, when they have been left to develop, they lead to the formation of growing vascular buds. Hence, the lack of contribution of the vascular epithelia and circulating hemoblasts (Figures 5, 6), the absence of these structures in undissected colonies, and the dynamics seen in the movies strongly suggest that the cellular origin of the vesicle is the tissue leftover derived from the dissected adult.

The monolayered hollow vesicle, which becomes double-vesicle once enveloped by a layer of epithelial tissue, is a phylotypic stage common to many types of budding in tunicates (Alié et al., 2020). We previously documented that at this stage, the regionalized expression of germ-layers markers suggests a cell commitment (Ricci et al., 2016a). Therefore, the regular detection of this structure, its continuous proliferative activity, and the commitment of its cells suggest that a morphogenetic program is already in place. Unlike the vascular budding in other *Botryllinae*, the morphogenesis has been documented to unfold abnormally, regaining the normal developmental patterns only after a series of generations of blastogenic budding (Voskoboynik et al., 2007). While further observations are needed, the abnormalities detected seem to concern the patterning (axes and a/symmetries) rather than the cell differentiation, as the presence of differentiated muscles and the nervous system seems to suggest (Supplementary Figure S6).

### Variation of Injury-Induced WBR Capacities Across Botryllinae

Among tunicates, both the diversity of the cellular onsets and the phylogenetic distribution suggests that the WBR capacity via propagative and survival budding is a plastic trait that evolved multiple times (Alié et al., 2018; Nydam, 2020). Mesenchymal stem cell-driven budding like vascular budding, has been suggested as a propagative and/or survival mode of WBR in several species of tunicates and it has been documented in *Botryllus schlosseri’*s closest related species such as *Botrylloides diegensis* (Supplementary Figure S1). In the latter, as well in other *Botryllinae* species, VB can be easily induced by isolating a small portion of the extracorporeal vasculature. On the other hand, in *B. schlosseri* a more structured vascular network and the presence of extravascular tissue seems to be necessary for the WBR to start (Sabbadin et al., 1975; Nourizadeh et al., 2021). Therefore, even if we cannot rule out a “leftover-free” initiation of VB, or multiple sources of budding, the data collected seems to suggest that *Botryllus schlosseri* does not undergo vascular budding as the other Botryllinae. Such phylogenetic proximity offers the opportunity to identify at the intra-generic level the genomic basis of developmental plasticity linked to whole-body regeneration.

## Data Availability

The transcriptomic datasets generated in this study are deposited in the Gene Expression Omnibus repository, accession number GSE193805 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE193805)

# Supplementary material for: The Onset of Whole-Body Regeneration in Botryllus schlosseri: Morphological and Molecular Characterization
**Source:** Front Cell Dev Biol. 2022 Feb 14;10:843775. doi: 10.3389/fcell.2022.843775
**Supplement:** Supplementary file 1

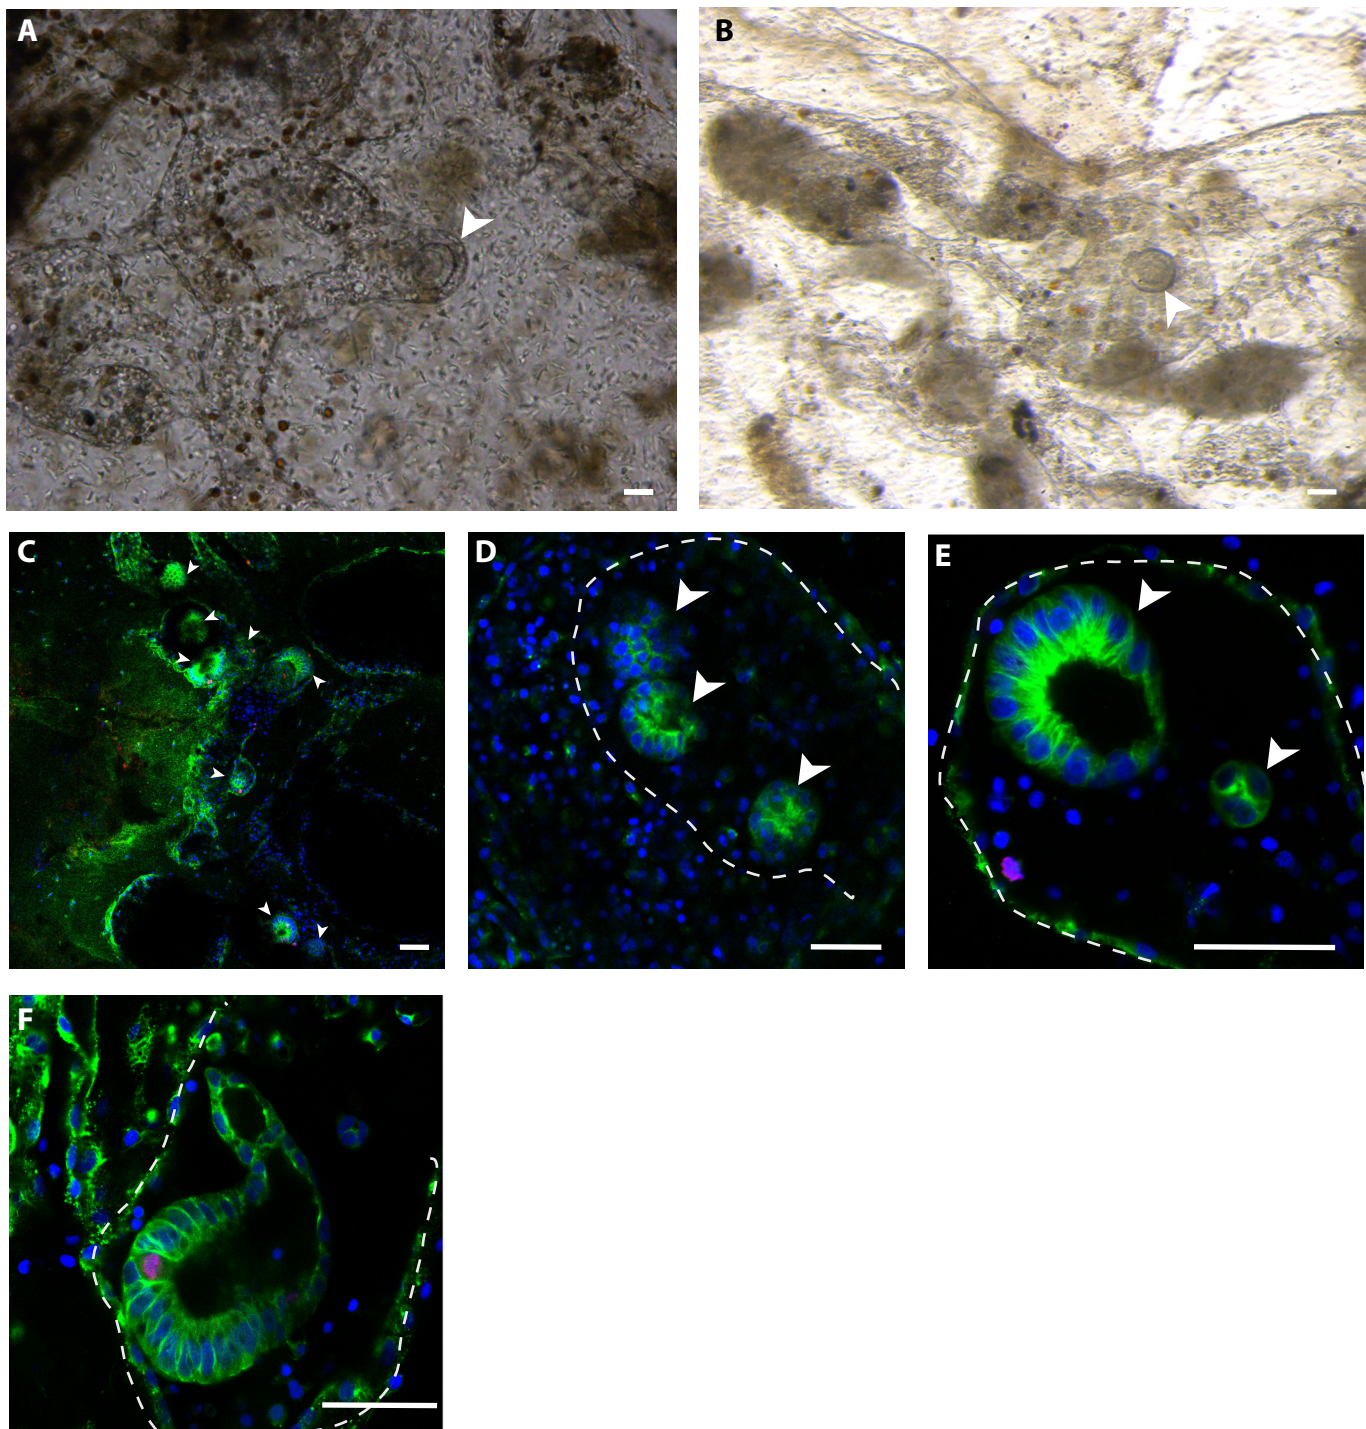

**Supplementary figure 5.** (A-B) *In vivo* early detection of intravascular vesicles observed withing 3 days after microsurgery. (C-D) Confocal images showing the different structures detected inside the vasculature withing 3 days upon microsurgery, cell shapes are labelled with anti-tyrosinated tubulin (green), proliferating cells are labelled with anti phospho HH3 (red) and cell nuclei are counterstained with Hoescht (blue). (C) presence of numerous monolayered vesicles (arrowheads); (D) details of one ampullae with three monolayered vesicles (arrowheads); (E) detail of polarized monolayered vesicle and cluster of cells (arrowheads) in the tip of a vessel; (F) presence of more complex epithelial structures inside an ampullae. White dotted-line highlight the epithelia of the vessel. Scale bar: 10μ

# Supplementary material for: The Onset of Whole-Body Regeneration in Botryllus schlosseri: Morphological and Molecular Characterization
**Source:** Front Cell Dev Biol. 2022 Feb 14;10:843775. doi: 10.3389/fcell.2022.843775
**Supplement:** Supplementary file 4

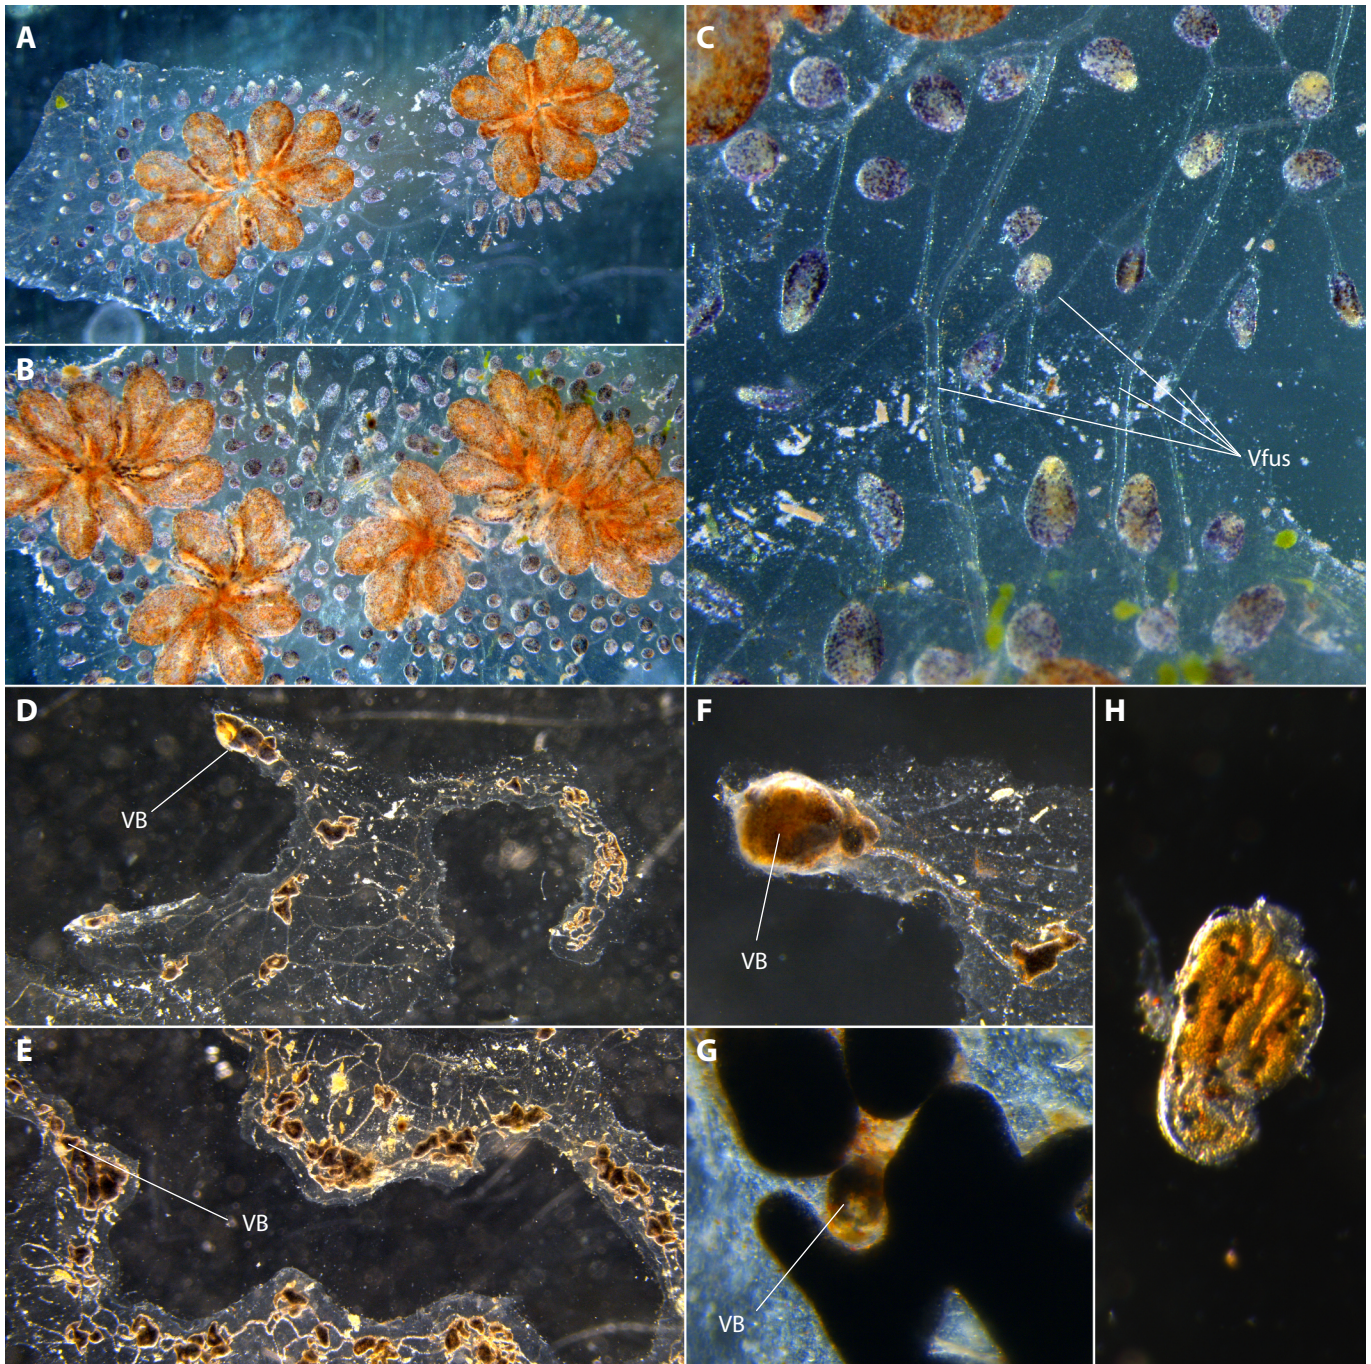

**Supplementary figure 9.** Sampling of vascular buds from regenerating chimeric colony. (A-B): colonies fused before dissection; (C) detail of the site of fusion between the two colonies; (D and E) regenerating zooid at 13 days after microdissection; (F-G): vascular buds 27 days after microdissection; (H) stomach dissected from a vascular bud (27 days after microdissection). VB = vascular bud; Vfus = fused vessels.

# Supplementary material for: The Onset of Whole-Body Regeneration in Botryllus schlosseri: Morphological and Molecular Characterization
**Source:** Front Cell Dev Biol. 2022 Feb 14;10:843775. doi: 10.3389/fcell.2022.843775
**Supplement:** Supplementary file 5

| Microsatellite marker | Samples tested       | Genotypes         | VB genotype correspond to colony genotype |
|-----------------------|----------------------|-------------------|-------------------------------------------|
| <b>BS5</b>            | <b>Colony 1 (C1)</b> | 208 bp and 214 pb |                                           |
|                       | <b>Colony 2 (C2)</b> | 208 bp and 214 pb |                                           |
|                       | VB1 in C1            | 208 bp and 214 pb |                                           |
|                       | VB2 in C1            | 208 bp and 214 pb |                                           |
|                       | VB3 in C1            | 208 bp and 214 pb |                                           |
|                       | VB4 in C2            | 208 bp and 214 pb |                                           |
|                       | VB5 in C1            | 208 bp and 214 pb |                                           |
|                       | VB6 in C1            | 208 bp and 214 pb |                                           |
|                       | VB7 in C1            | 208 bp and 214 pb |                                           |
| <b>BS811</b>          | <b>Colony 1 (C1)</b> | 229 pb            |                                           |
|                       | <b>Colony 2 (C2)</b> | 249 pb            |                                           |
|                       | VB1 in C1            | 229 pb            | YES                                       |
|                       | VB2 in C1            | N.A               |                                           |
|                       | VB3 in C1            | 229 pb            | YES                                       |
|                       | VB4 in C2            | 249 pb            | YES                                       |
|                       | VB5 in C1            | 229 pb            | YES                                       |
|                       | VB6 in C1            | 229 pb            | YES                                       |
|                       | VB7 in C1            | 229 pb            | YES                                       |
| <b>PB41</b>           | <b>Colony 1 (C1)</b> | 189 pb and 203 pb |                                           |
|                       | <b>Colony 2 (C2)</b> | 200 pb and 203 pb |                                           |
|                       | VB1 in C1            | 189 pb and 203 pb | YES                                       |
|                       | VB2 in C1            | 189 pb and 203 pb | YES                                       |
|                       | VB3 in C1            | 189 pb and 203 pb | YES                                       |
|                       | VB4 in C2            | 200 pb and 203 pb | YES                                       |
|                       | VB5 in C1            | 189 pb and 203 pb | YES                                       |
|                       | VB6 in C1            | 189 pb and 203 pb | YES                                       |
|                       | VB7 in C1            | 189 pb and 203 pb | YES                                       |
| <b>PB49</b>           | <b>Colony 1 (C1)</b> | 240 pb and 242 pb |                                           |
|                       | <b>Colony 2 (C2)</b> | 238 pb and 240 pb |                                           |
|                       | VB1 in C1            | 240 pb and 242 pb | YES                                       |
|                       | VB2 in C1            | 240 pb and 242 pb | YES                                       |
|                       | VB3 in C1            | 240 pb and 242 pb | YES                                       |
|                       | VB4 in C2            | 238 pb and 240 pb | YES                                       |
|                       | VB5 in C1            | 240 pb and 242 pb | YES                                       |
|                       | VB6 in C1            | 240 pb and 242 pb | YES                                       |
|                       | VB7 in C1            | 240 pb and 242 pb | YES                                       |

**Supplementary Figure 10.** Summary table of microsatellite genotyping results. Of 36 fusion experiments between C1 and C2, 7 produced vascular buds (VB1-VB7) harboring either in C1 or in C2. The column “Genotypes” shows the dominant amplicons.

# Supplementary material for: The Onset of Whole-Body Regeneration in Botryllus schlosseri: Morphological and Molecular Characterization
**Source:** Front Cell Dev Biol. 2022 Feb 14;10:843775. doi: 10.3389/fcell.2022.843775
**Supplement:** Supplementary file 6

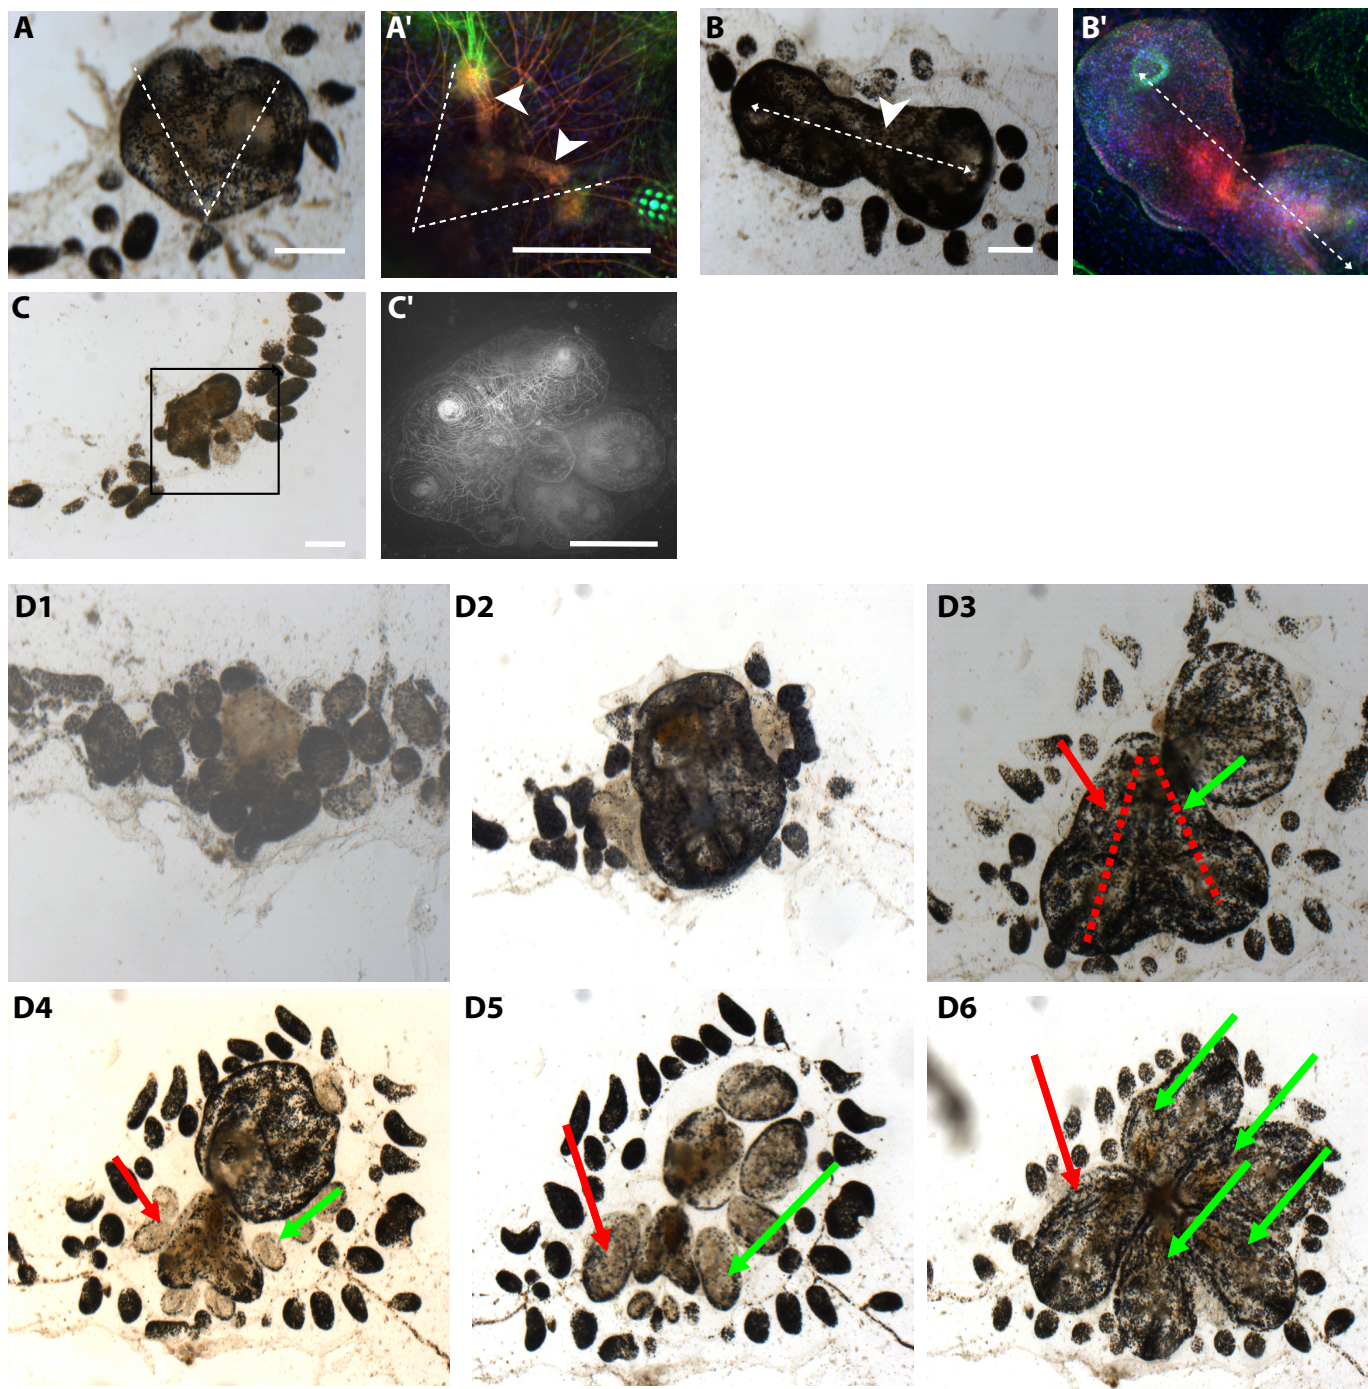

**Supplementary figure 6.** (A) *In vivo* image of abnormal zooid showing duplication of antero-posterior axis (dotted lines). (A') Confocal image showing the detail of the duplication of the neural gland and ciliated funnel (arrowheads), anti-acetylated tubulin (green), phalloidin (red) and cell nuclei are counterstained with Hoescht (blue). (B) *In vivo* image of abnormal zooid showing posterior fusion (arrowhead) along the antero-posterior axis. (B') Confocal image showing the same abnormal zooid labelled with anti-acetylated tubulin (green), phalloidin (red) and Hoescht (blue). (C) *In vivo* image of abnormal fused zooids. (C') Confocal image showing the same abnormal zooid labelled with phalloidin. (D1-D6) Growth of a vascular bud, followed by asexual budding. (D3) Abnormal zooid showing anterior-posterior axis duplication (red dotted lines): the duplicated hearts (arrows) are inverted. The red arrow shows the correct location of the heart (right side of the zooid) and the green arrows shows the hearts located in the left side of the zooid. Scale bar: 100μ.

# Supplementary material for: The Onset of Whole-Body Regeneration in Botryllus schlosseri: Morphological and Molecular Characterization
**Source:** Front Cell Dev Biol. 2022 Feb 14;10:843775. doi: 10.3389/fcell.2022.843775
**Supplement:** Supplementary file 7

A

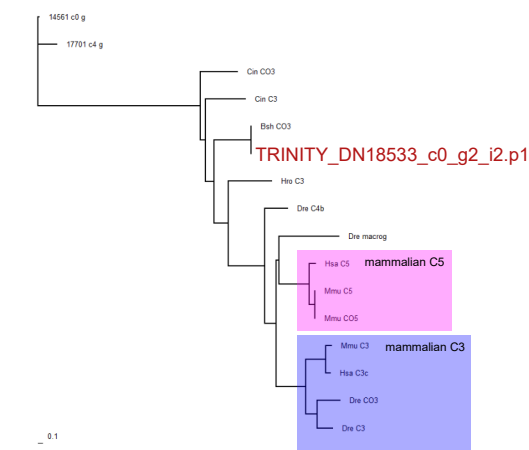

B

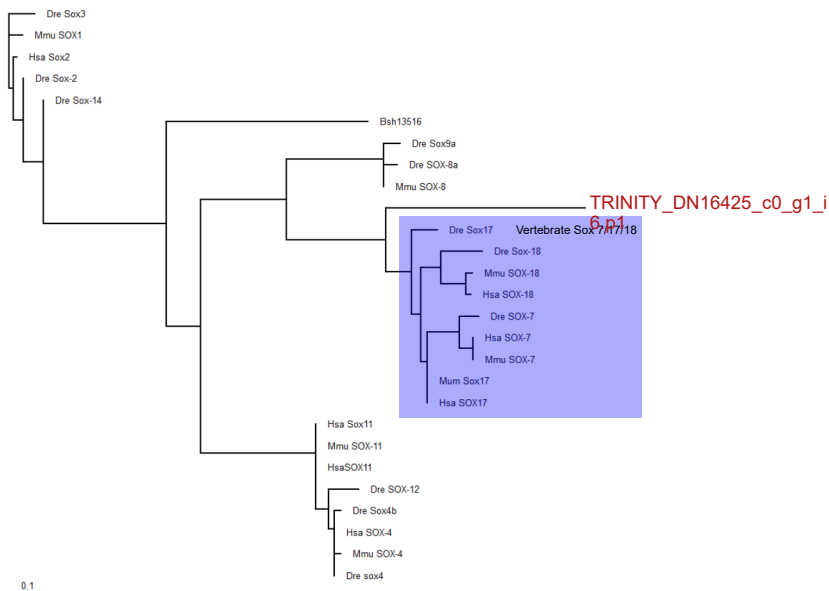

C

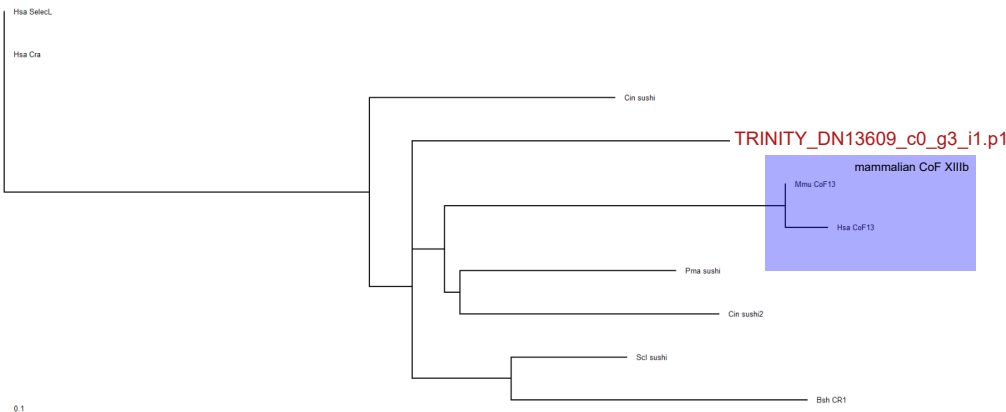

D

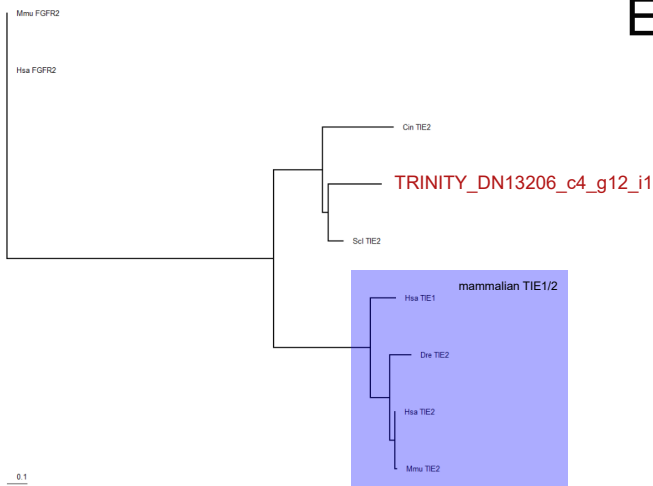

E

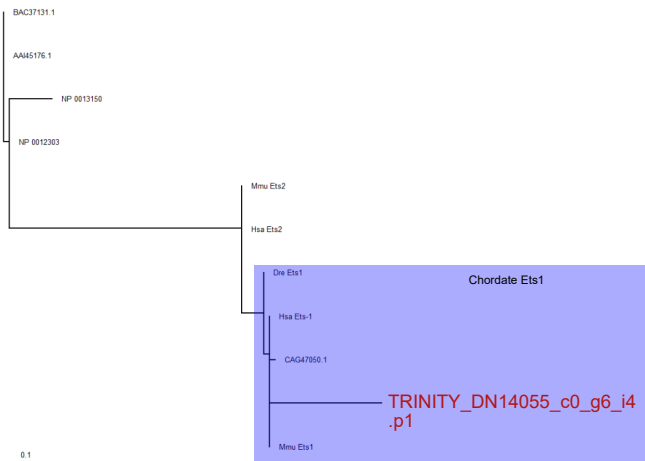

**Supplementary Figure 4. Phylogenetic analyses of genes cited in the results.** (A) Complement C3/5. (B) Sox 7/17/18. (C) Coagulation Factor XIIIb. (D) TIE1/2. (E) Ets-1. Maximum likelihood analyses using PhyML, model LG +G, NNI/SPR mix search. Tree were visually rooted on vertebrate putative paraphyletic outgroup based on blast results. Abbreviations : Bsh, *Botryllus schlosseri* ; Cin, *Ciona intestinalis* ; Dre, *Danio rerio* ; Hro, *Halocynthia roretzi* ; Mmu, *Mus musculus* ; Hsa, *Homo sapiens* ; Pma, *Phallusia mammillata* ; Scl, *Styela clava*. In red : contigs of *Botryllus schlosseri*.

# Supplementary material for: The Onset of Whole-Body Regeneration in Botryllus schlosseri: Morphological and Molecular Characterization
**Source:** Front Cell Dev Biol. 2022 Feb 14;10:843775. doi: 10.3389/fcell.2022.843775
**Supplement:** Supplementary file 10

## WNT2

See: (Di Maio et al., 2015)

Di Maio, A., Setar, L., Tiozzo, S., and De Tomaso, A. W. (2015). Wnt affects symmetry and morphogenesis during post-embryonic development in colonial chordates. *Evodevo* 6, 17. doi:10.1186/s13227-015-0009-3.

## INTEGRIN ALPHA-6

>IA6\_v1\_Bot\_trin2\_112712\_c0\_seq1 len=4477 path=[197006974:0-1273 197013860:1274-1313 197008824:1314-1690 197009303:1691-1709 197009322:1710-1768 197012799:1769-1778 197009391:1779-2020 197013231:2021-2033 197009646:2034-2126 197009739:2127-2148 197009761:2149-2236 197012405:2237-2318 197009931:2319-2689 197012615:2690-2702 197010315:2703-2740 197013300:2741-2750 197010363:2751-3085 197010698:3086-3110 197010723:3111-3448 197011061:3449-3473 197011086:3474-3818 197011431:3819-3876 197011489:3877-4177 197012090:4178-4199 197011812:4200-4201 197011814:4202-4371 197011984:4372-4377 197011990:4378-4408 197012021:4409-4419 197012032:4420-4476]

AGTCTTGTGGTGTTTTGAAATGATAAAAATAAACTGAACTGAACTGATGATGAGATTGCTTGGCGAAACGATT  
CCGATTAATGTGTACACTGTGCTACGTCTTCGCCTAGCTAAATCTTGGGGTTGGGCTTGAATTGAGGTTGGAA  
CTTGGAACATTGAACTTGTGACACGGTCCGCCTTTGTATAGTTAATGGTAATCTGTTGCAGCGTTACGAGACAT  
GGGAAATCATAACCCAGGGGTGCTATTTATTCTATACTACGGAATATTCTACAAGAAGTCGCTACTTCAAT  
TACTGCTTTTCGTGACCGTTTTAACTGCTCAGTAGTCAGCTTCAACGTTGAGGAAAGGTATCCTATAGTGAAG  
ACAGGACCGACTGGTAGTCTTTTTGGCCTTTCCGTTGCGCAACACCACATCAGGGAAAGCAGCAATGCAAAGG  
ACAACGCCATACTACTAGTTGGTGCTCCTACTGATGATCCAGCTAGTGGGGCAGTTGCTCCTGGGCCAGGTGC  
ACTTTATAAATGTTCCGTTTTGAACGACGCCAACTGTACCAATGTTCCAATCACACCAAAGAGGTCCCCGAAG  
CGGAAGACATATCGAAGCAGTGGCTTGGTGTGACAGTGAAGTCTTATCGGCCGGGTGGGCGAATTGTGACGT  
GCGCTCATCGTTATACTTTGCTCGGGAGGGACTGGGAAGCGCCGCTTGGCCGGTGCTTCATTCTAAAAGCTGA  
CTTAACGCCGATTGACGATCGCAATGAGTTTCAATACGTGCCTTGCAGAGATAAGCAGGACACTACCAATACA  
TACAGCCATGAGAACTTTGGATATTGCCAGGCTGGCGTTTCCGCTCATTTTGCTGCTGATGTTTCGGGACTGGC  
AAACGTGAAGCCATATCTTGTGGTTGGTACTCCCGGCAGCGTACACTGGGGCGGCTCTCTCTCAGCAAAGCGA  
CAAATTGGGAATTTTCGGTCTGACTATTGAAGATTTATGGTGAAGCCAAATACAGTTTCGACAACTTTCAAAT  
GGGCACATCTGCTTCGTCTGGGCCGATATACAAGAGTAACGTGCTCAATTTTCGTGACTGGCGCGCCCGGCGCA  
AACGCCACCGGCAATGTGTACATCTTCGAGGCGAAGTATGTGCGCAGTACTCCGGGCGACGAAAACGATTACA  
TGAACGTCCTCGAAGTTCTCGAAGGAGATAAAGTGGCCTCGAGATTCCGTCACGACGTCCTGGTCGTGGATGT  
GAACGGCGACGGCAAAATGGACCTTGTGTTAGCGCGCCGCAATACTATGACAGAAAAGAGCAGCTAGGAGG  
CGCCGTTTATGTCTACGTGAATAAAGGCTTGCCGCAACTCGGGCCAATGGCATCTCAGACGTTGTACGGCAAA  
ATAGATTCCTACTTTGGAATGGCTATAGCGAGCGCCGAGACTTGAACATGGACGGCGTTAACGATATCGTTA  
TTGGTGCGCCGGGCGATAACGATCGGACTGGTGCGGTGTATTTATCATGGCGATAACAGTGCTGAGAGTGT  
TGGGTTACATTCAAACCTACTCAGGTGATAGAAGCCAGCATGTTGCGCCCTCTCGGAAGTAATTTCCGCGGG  
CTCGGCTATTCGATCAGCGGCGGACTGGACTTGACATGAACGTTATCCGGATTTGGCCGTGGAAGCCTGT  
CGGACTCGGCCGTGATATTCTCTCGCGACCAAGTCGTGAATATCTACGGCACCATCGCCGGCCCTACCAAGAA  
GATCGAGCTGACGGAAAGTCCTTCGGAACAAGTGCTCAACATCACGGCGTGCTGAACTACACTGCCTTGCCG  
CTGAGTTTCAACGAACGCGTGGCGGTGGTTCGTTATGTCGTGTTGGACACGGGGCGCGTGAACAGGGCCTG  
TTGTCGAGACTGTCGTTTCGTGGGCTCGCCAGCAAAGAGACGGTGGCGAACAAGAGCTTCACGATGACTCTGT  
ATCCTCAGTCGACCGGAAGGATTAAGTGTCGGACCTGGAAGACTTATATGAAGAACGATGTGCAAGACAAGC

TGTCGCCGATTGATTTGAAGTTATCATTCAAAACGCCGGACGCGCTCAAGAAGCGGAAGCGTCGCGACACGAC  
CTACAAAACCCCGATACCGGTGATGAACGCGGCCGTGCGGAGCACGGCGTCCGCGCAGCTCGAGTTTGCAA  
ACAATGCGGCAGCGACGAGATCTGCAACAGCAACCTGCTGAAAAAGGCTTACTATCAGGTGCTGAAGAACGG  
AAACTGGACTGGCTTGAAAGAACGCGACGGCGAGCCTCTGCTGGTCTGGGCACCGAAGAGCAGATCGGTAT  
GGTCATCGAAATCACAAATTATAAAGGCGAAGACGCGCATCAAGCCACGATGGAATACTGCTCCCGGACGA  
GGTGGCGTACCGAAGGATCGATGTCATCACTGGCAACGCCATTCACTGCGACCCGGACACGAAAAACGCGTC  
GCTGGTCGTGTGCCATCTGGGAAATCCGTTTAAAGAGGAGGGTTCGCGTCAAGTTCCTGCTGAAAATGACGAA  
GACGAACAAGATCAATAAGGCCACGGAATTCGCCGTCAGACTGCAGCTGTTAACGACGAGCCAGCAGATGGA  
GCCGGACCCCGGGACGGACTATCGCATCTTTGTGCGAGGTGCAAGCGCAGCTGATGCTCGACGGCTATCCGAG  
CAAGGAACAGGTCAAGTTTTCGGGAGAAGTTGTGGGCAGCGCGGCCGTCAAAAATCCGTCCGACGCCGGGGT  
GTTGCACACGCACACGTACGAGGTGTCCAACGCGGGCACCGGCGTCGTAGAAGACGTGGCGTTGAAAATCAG  
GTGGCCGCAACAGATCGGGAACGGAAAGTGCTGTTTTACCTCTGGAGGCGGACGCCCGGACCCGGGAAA  
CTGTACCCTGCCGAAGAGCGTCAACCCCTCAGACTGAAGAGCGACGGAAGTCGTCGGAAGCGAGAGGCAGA  
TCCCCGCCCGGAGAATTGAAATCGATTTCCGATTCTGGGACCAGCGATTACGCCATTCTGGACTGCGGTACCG  
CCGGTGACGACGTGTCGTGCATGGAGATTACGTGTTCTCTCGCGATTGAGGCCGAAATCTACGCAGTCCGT  
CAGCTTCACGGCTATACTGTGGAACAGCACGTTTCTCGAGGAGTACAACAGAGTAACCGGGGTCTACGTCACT  
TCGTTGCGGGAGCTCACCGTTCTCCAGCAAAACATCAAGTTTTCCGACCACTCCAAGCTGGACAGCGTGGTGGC  
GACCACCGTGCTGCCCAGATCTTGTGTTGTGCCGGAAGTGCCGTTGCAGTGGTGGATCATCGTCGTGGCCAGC  
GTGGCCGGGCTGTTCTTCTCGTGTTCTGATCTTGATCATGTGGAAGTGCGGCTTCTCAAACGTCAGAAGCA  
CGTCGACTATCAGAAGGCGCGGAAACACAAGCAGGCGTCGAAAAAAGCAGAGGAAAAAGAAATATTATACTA  
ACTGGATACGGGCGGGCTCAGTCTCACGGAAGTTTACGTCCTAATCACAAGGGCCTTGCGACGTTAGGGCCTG  
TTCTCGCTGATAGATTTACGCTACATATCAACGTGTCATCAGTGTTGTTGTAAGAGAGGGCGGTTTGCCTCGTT  
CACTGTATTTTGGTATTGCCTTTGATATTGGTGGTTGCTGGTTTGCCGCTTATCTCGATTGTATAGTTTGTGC  
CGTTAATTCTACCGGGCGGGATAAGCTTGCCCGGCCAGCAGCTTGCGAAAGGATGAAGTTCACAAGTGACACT  
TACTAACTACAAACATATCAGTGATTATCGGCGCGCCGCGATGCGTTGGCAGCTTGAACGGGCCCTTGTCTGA  
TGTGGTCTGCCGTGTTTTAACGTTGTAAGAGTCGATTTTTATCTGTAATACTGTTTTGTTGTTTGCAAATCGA  
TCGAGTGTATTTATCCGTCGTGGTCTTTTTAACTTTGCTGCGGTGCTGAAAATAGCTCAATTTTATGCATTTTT  
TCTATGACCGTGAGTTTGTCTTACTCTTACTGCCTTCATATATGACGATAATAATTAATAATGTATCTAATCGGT  
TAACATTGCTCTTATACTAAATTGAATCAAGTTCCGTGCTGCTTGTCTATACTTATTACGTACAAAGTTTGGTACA  
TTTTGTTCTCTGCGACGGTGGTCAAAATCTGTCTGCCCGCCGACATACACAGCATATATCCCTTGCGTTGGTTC  
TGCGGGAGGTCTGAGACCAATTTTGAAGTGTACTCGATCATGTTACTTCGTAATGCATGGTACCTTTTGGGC  
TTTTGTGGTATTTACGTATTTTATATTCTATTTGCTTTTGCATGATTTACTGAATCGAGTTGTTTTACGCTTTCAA  
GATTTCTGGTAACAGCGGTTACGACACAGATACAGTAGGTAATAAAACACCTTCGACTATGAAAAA  
AAAAA

FORWARD PRIMER: GGCTCAGTCTCACGGAAGTT

REVERSE PRIMER: AGATTTTGACCACCGTCTGC

PRODUCT SIZE: 688

Ia6\_F1 GGCTCAGTCTCACGGAAGTT

Ia6\_R1 AGATTTTGACCACCGTCTGC

VASA

>VASA\_Bot\_trin2\_108487\_c0\_seq1 len=2125 path=[160370378:0-480 160371014:481-522 160371082:523-584 160374327:585-596 160373556:597-603 160373563:604-617 160371204:618-676 160371289:677-693 160371319:694-890 160373475:891-948 160371654:949-1106 160371865:1107-1119 160371878:1120-1256 160372043:1257-1281 160372089:1282-1369 160372236:1370-1383 160372250:1384-1499 160372395:1500-1515 160372422:1516-2049 160373118:2050-2124]

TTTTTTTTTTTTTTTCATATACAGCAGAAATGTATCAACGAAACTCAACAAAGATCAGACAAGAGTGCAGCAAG  
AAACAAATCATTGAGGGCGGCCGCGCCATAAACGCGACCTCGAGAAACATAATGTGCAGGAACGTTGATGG  
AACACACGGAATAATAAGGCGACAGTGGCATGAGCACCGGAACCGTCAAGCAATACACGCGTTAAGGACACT  
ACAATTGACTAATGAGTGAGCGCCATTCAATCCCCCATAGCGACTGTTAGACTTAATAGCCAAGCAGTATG  
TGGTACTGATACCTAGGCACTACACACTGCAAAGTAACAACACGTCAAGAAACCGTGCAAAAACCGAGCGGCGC  
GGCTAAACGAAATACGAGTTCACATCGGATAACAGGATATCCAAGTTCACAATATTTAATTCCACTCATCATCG  
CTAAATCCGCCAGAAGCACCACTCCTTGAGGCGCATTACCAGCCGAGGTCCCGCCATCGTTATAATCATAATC  
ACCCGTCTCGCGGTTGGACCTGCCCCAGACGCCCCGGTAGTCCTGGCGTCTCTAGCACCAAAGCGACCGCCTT  
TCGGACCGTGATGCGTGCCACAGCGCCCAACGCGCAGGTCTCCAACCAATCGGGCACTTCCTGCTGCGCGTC  
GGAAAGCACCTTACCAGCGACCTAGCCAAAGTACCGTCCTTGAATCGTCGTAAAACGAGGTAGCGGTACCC  
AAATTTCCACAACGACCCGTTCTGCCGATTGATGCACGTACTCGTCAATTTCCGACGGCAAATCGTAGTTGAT  
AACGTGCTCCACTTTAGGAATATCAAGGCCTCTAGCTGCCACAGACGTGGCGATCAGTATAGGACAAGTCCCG  
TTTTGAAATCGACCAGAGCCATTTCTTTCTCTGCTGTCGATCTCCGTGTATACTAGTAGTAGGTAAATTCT  
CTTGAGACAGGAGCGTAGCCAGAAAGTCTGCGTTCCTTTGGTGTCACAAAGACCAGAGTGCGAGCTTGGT  
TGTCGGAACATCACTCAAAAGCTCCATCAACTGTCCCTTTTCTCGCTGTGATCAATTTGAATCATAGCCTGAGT  
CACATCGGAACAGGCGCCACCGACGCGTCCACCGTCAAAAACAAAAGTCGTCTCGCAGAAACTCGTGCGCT  
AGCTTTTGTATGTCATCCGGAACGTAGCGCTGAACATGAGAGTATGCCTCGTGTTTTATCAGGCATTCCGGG  
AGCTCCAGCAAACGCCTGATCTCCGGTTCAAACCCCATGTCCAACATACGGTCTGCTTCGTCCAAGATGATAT  
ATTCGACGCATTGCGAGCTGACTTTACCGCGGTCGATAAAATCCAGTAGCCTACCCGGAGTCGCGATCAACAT  
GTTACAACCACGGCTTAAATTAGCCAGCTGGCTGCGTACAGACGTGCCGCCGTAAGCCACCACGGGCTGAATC  
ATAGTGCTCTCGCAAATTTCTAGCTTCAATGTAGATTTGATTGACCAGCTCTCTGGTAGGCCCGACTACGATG  
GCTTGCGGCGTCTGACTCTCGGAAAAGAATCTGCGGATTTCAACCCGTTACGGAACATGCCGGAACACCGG  
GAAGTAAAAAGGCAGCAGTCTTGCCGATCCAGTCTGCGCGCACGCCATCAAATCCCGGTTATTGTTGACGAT  
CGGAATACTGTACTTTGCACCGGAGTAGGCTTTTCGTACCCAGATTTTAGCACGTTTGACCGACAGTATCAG  
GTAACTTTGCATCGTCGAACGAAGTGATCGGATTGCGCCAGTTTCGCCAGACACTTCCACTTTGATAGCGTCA  
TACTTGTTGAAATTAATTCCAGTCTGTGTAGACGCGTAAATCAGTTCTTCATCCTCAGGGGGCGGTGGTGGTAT  
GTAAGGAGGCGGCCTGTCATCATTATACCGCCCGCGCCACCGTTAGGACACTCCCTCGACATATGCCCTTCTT  
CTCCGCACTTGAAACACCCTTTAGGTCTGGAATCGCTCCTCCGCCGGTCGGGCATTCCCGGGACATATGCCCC  
TCTTCTCCACACTTGAAACATCCCTTG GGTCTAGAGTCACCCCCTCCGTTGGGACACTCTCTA

FORWARD PRIMER: GGAGGGGGTGACTCTAGACC

REVERSE PRIMER: ACCACGGGCTGAATCATAGT

PRODUCT SIZE: 653

# Supplementary material for: The Onset of Whole-Body Regeneration in Botryllus schlosseri: Morphological and Molecular Characterization
**Source:** Front Cell Dev Biol. 2022 Feb 14;10:843775. doi: 10.3389/fcell.2022.843775
**Supplement:** Supplementary file 11

| Time of vb detection (days post surgery, dps) | Number of colonies | Percentage |
| --- | --- | --- |
| < 2 dps | 5 | 12% |
| 2 – 3 dps | 14 | 34% |
| 3 – 4 dps | 9 | 22% |
| 4 – 5 dps | 7 | 17% |
| > 5 dps | 6 | 15% |

|  | Clone AM | Clone BG | Clone S |
| --- | --- | --- | --- |
|  | 84 | 36 | 72 |
|  | 72 | 60 | 72 |
|  | 48 | 72 | 72 |
|  | 72 | 72 | 60 |
|  |  | 84 | 84 |
|  |  | 84 | 98 |
|  |  |  | 84 |
|  |  |  |  |
| Average (hps) | **69,0** | **68,0** | **77,4** |
| S.D (hours) | **15,1** | **18,1** | **12,3** |

Supplementary table 2: Time of detection of the first vascular bud

(A) Data are provided for *B. schlosseri* colonies collected in Villefranche sur mer, n=41. Average time of detection was 77 hps and was calculated using the median value for each class of time as reference (e.g., 14 and 9 vascular buds were detected at 2.5 dps and 3.5 dps, respectively). (B) The table shows the time (in hours post-surgery, hps) of vascular bud first detection for three different genotypes of *Botryllus* colonies: AM, BG and S clones, n= 4, 6 and 7, respectively.

# Supplementary material for: The Onset of Whole-Body Regeneration in Botryllus schlosseri: Morphological and Molecular Characterization
**Source:** Front Cell Dev Biol. 2022 Feb 14;10:843775. doi: 10.3389/fcell.2022.843775
**Supplement:** Supplementary file 22

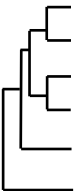

|                               | PROPAGATIVE BUDDING   |                  | SURVIVAL BUDDING      |                  |
|-------------------------------|-----------------------|------------------|-----------------------|------------------|
|                               | Peribranchial budding | Vascular budding | Peribranchial budding | Vascular budding |
| <i>Botryllus primigenus</i>   | X                     | X                | -                     | ?                |
| <i>Botrylloides violaceus</i> | X                     | -                | -                     | X                |
| <i>Botrylloides leachi</i>    | X                     | -                | -                     | X                |
| <i>Botrylloides diegensis</i> | X                     | -                | -                     | X                |
| <i>Botryllus schlosseri</i>   | X                     | -                | -                     | X                |
| <i>Symplegma brakenhielmi</i> | X                     | X                | -                     | ?                |

**Supplementary Figure 1.** Mode of budding in the five species of Botryllidae. The budding has been classified according to Nakauchi (1982) as part of the asexual life-cycle (propagative) or as a response to injury (survival), as well as according to the tissue origin and ontogenesis. The phylogenetic relationships among species have been obtained from Salonna et al. 2021. The presence of survival vascular budding in *B.schlosseri* (red X) is discussed in the present manuscript.

Nakauchi, M. (1982). Asexual Development of Ascidians : Its Biological Significance, Diversity, and Morphogenesis. *Am. Zool.*, 753–763.

Salonna, M., Gasparini, F., Huchon, D., Montesanto, F., Haddas-Sasson, M., Ekins, M., et al. (2021). An elongated COI fragment to discriminate botryllid species and as an improved ascidian DNA barcode. *Sci. Rep.* 11. doi:10.1038/S41598-021-83127-X.

How the deposited data were processed for this re-analysis (not part of the article)

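RNA from 12 colonies of an isogenic Botryllus schlosseri strain was measured, 3 at each of 0, 6, 18 and 24 h after removal of all zooids and buds. The authors removed ribosomal reads with SortMeRNA, trimmed with Trimmomatic, assembled the reads de novo with Trinity, kept the best open reading frame of each contig with TransDecoder, collapsed similar transcripts with cd-hit-est and quantified each library with Kallisto. The authors deposited the estimated counts of Kallisto for 32561 contigs, with a column for each library, without normalization and without division by contig length. No genome was used by the authors or here. Replicates were not pooled. The authors then called differential expression with DESeq2 through iDEP and clustered the changed contigs with Clust, giving it the counts without normalization as input.

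The estimated counts were rounded to whole numbers, since edgeR and DESeq2 take counts. Library totals ranged from 2076597 to 3992991, with a median of 2927413. At this depth the median contig has between 23 and 50 counts in a library, so changes of contigs with a few counts are imprecise. On counts simulated from the means, dispersions and library sizes of the 31383 tested contigs, 200 contigs were changed at 6 hpi by an absolute log2 fold change of 1.5 or 2. The test recovered 65.0% of these at 6 against 0 hpi, and 74.0% of those with the larger change, with 7 other contigs called. With 200 contigs changed in the same way at 24 hpi, it recovered 66.5% at 24 against 18 hpi, and 71.0% of those with the larger change, with 8 others called.

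The comparisons used R 4.3.3 with edgeR 4.0.16, with DESeq2 1.42.0 and limma 3.58.1 for the alternatives. Factors were estimated by TMM, contigs were kept by filterByExpr on the 4 time points, which left 31383 contigs and removed 1178, and dispersions and the quasi-likelihood fit were robust. All 12 libraries were in a single fit, without a covariate, and each of the 6 pairs of time points was tested as a contrast with Benjamini-Hochberg adjustment within the contrast. A call needed an adjusted p under 0.05 and an absolute log2 fold change above 1. Standard errors are the absolute log2 fold change divided by the square root of the F statistic. Normalized counts are CPM with TMM factors; log2 CPM used a prior count of 2. Distances, principal components, classes of profiles and k-means (11 clusters, 50 starts) were computed on log2 CPM. Some of the 50 starts of the default k-means algorithm stopped early with a warning, while the start that was kept had converged; another algorithm was therefore added after the values were seen.

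Contigs were named by a rule fixed before the data were examined. It takes every contig that Supplementary Figure S4 labels with a gene and, among contigs without a name, at most 2 that rose and 2 that fell. The latter had to be called in the same direction at 6, 18 and 24 hpi against 0 hpi, to have a mean of at least 50 counts, and to have every later library beyond every library of 0 hpi; the highest and the lowest mean of the 3 log2 fold changes were taken. The TIE1/2 label in Supplementary Figure S4 ends at the edge of the picture before the number of its reading frame, and the contig used is the only 1 of its Trinity gene in the table. Of the contigs labelled in Supplementary Figure S4, the Ets-1 contig was not matched to a row and has no value here. The gene table supplied with the organism's reference assembly lists no identifiers of de novo contigs, so it gave no names.

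No pair of replicates was alike enough to be the same library, since the chi-square statistic per degree of freedom between replicates was at least 3.14. The alternatives were other scalings, filters, tools and thresholds, a replicate block, single libraries left out, counts summed per Trinity gene, counts thinned to the smallest library and the most abundant contigs left out, all fixed at the same point apart from the added k-means algorithm. Functional enrichment was not repeated, since the rows carry no gene names and the copy of Table S1 used here holds 1998 of its 32545 rows. Clust was not run.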

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

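The tests in this part were written down before their results were seen; the contigs were found by the naming rule on the same data. The contigs without a name that rose most are not among those that Supplementary Figure S4 labels with a gene. They could not be tied to a gene name, so whether the paper discusses their gene under a name is open. The contig TRINITY_DN17034_c1_g1_i11.p1 had 3 counts in the 3 libraries of 0 hpi together, 272 at 6 hpi, 2233 at 18 hpi and 2850 at 24 hpi. Its mean log2 fold change over the 3 comparisons against 0 hpi was 8.62. The ratio of its summed counts at 24 against 0 hpi, adjusted for effective library size, was 961, with a 95% interval for counting error alone from 329 to 4660. The contig TRINITY_DN17034_c1_g1_i14.p1 had 1 count at 0 hpi, 60 at 6 hpi, 565 at 18 hpi and 1263 at 24 hpi, with a mean log2 fold change of 8.10. Its ratio at 24 against 0 hpi, adjusted in the same way, was 1280, with an interval from 229 to 50500.

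Both belong to a single Trinity gene of 7 contigs and have estimates that are not whole numbers, in 11 and 10 of the libraries, so they are not independent observations. If reads had only moved between contigs of that gene, the counts summed over the gene would not change. The summed counts rose less, with a mean log2 fold change of 2.81 for both, and from 76 to 348 counts per library at 0 hpi to between 2255 and 5077 at 24 hpi. A shift of reads within the gene therefore cannot be the whole cause, although it may account for much of the larger change of the single contigs; at 6 hpi the summed counts were not called (log2 fold change 1.25). With a library left out, the lowest mean log2 fold change was 8.01 and 7.66. The naming rule already required every later library to lie beyond every library of 0 hpi. This check could therefore hardly have failed and adds little. Library size or composition is argued against by the lowest value under the other scalings, 8.61 and 8.09. With limma-voom the change at 6 hpi was not called for either contig. Reads from another organism were not tested and stay open, and so does a response to injury. All colonies were dissected, so the time points differ in the time since surgery, which was spent in filtered seawater. Without uninjured colonies, effects of the injury and of the time in seawater cannot be told apart.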

How the results depend on the processing

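The alternatives were planned, apart from MacQueen's k-means algorithm, which was chosen after seeing the data. It gave 1737 contigs in clusters with 0 hpi lowest, against 2224, and left the number of contigs in clusters with 0 hpi highest at 2779, against 2782. The total of 5864 changed contigs stayed within 1.5 times under every alternative except glmTreat, from 4909 when counts were summed per Trinity gene to 8178 at an adjusted p under 0.05 alone, and between 5395 and 6565 with a library left out.

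With glmTreat, which tests against the fold change threshold itself and so is stricter by construction, 2070 contigs were called in all. At 6 against 0 hpi 445 were higher and 472 lower, at 18 against 0 hpi 204 and 1058, at 24 against 0 hpi 298 and 969, at 18 against 6 hpi 63 and 463, at 24 against 6 hpi 81 and 337, and at 24 against 18 hpi 0 were higher. With library size only, 1439 contigs were higher at 18 against 0 hpi, 800 at 18 against 6 hpi and 1 at 24 against 18 hpi. At an adjusted p under 0.05 alone, 1656 contigs were higher at 18 against 0 hpi, 1920 at 24 against 0 hpi and 825 at 18 against 6 hpi.

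The comparison of 24 with 18 hpi rests on few calls and moved most. For the 7 higher and 1 lower contigs, DESeq2 gave 39 and 10, limma-voom 0 lower, robust=FALSE 2 higher, counts summed per Trinity gene 16 higher, and an adjusted p under 0.1 15 higher. With a library left out, the higher contigs ranged from 0 (without replicate 1 or 3 of 18 hpi) to 148 (without replicate 1 of 24 hpi), with 11 without replicate 1 of 0 hpi, 4 without replicate 2 of 18 hpi and 1 without replicate 3 of 24 hpi. The lower contigs ranged from 1 to 25 (without replicate 1 of 24 hpi), with 3 and 2 without replicates 2 and 3 of 24 hpi. For the alternatives other than the stricter glmTreat, the cause was not tested.

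All 12 changes of the contigs of Supplementary Figure S4 kept their direction under the alternatives run. For 9 of them no call changed. The TIE1/2 contig at 24 against 0 hpi (1.00) lost its call at 0.9887 with RLE size factors, 0.9981 with DESeq2, 0.982 with the 6 libraries compared alone, 0.9888 with a replicate block and 1.006 with thinned counts, where its adjusted p was 0.0635 (adjusted p from 0.011 to 0.0713 over the alternatives). It ranged from 0.85 to 1.14 with a library left out, and lost its call without replicate 2 of 0 hpi (0.8533), replicate 1 of 24 hpi (0.9183) or replicate 3 of 24 hpi (0.9927). The Sox7/17/18 contig at 24 against 0 hpi (0.97) gained a call at 1.01 with upper quartile factors and 1.03 with library size only. It ranged from 0.86 to 1.14 with a library left out and was called without replicate 1 or 3 of 0 hpi (1.04 and 1.07) or replicate 2 of 24 hpi (1.14). The C3/5 contig at 18 against 0 hpi ranged from 0.95, without replicate 2 of 0 hpi and not called, to 1.32. These values lie close to the fold change threshold; the cause was not tested.

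The replicate numbers do not pair the libraries. Deviations from the time point means correlated between libraries of the same number with r from -0.139 to 0.0918 across contigs, none of the 18 pairs over 0.1. With a replicate block 5557 contigs changed, and no count moved by over 1.5 times.

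The ratio of between to within distances was above 1 under every setting for the 5 pairs other than 18 and 24 hpi. With the 1000 most variable contigs it was 1.85 (6 and 0 hpi), 2.16 (18 and 0 hpi), 2.04 (24 and 0 hpi), 1.545 (18 and 6 hpi) and 1.57 (24 and 6 hpi). With 1 minus Spearman's rho, another scale, it was 2.13, 2.56, 2.18, 1.93 and 1.65 in the same order. A prior count of 0.5 gave 1.38, 1.53 and 1.29 for 6 and 0, 18 and 0, and 18 and 6 hpi. With a library left out it ranged from 1.42 to 1.47 (6 and 0 hpi), from 1.53 to 1.70 (18 and 0 hpi), from 1.41 to 1.56 (24 and 0 hpi) and from 1.30 to 1.43 (18 and 6 hpi). For 24 and 18 hpi it ranged from 0.966 to 1.19 and fell under 1 without any of the 18 hpi libraries (0.997, 0.973 and 0.966); the highest value came without replicate 1 of 24 hpi. The cause was not tested. The classes of profiles and the k-means totals were recomputed with RLE factors, library size only, the contigs called by DESeq2, counts without normalization and each library left out, and the k-means totals also with 8 and 14 clusters and MacQueen's algorithm. They stayed within 1.5 times under these and were not recomputed under the others.

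Thinning all libraries to the smallest total left 5594 changed contigs. Depth limits single contigs with few counts, such as TIE1/2 and the low levels of coagulation factor XIIIb.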

Differences from the paper's values

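Between 18 and 24 hpi the paper's Figure 1B gives about 39 contigs higher and about 10 lower at 24 hpi, read by eye, whereas edgeR's quasi-likelihood test called 7 and 1. Of the alternatives fixed before the data were examined, DESeq2, the tool named in the paper's methods, gave the same numbers as the figure for both directions, 39 and 10. The other alternatives did not come within 1.5 times of the paper's number of higher or of lower contigs. DESeq2 also matched each of the other 10 counts, to the 2 significant digits to which they were read from the figure, and called 6006 contigs in all, against the paper's 6007.

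The paper gives approximately 70 M paired-end reads for each sample, while the median total of estimated counts per library was 2.93 M. The paper gives approximately 147 M reads that were cleaned and assembled, while the deposited estimated counts sum to 37.2 M. The paper's numbers count reads and the deposited values count what Kallisto assigned to the retained open reading frames, so they are not the same quantity, and none of the alternatives concerns them.

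The paper's text groups all of its differentially expressed contigs into clusters. In the first 1998 of the 32545 rows of Table S1, 500 contigs pass both thresholds by the table's own columns, and 164 of these are listed in no cluster. The cluster sizes printed in Figure 1C also sum to fewer contigs than the paper's total. Whether Clust left contigs out of its clusters was not tested. In these rows the table's log2 fold changes had the same sign as DESeq2's on the deposited counts for 100% of the contigs in each of the 6 comparisons, in the direction that the table states.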

Other observations

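The tests in this part were written down before their results were seen, while the patterns were found on the same data. The 6 comparisons were repeated with other splits of the libraries. Of 100 groupings of the 12 libraries into 4 groups of 3, drawn at random and including the real split, 1 gave as many changed contigs, the real split itself; the highest other number was 2784, and chance can be excluded for the total of 5864. For each of the 6 comparisons, 1 of 10 splits, the real split, gave as many changed contigs. The other splits gave at most 22 contigs in any comparison, against 3030, 3141 and 3164 at 6, 18 and 24 against 0 hpi, 1997 and 1927 at 18 and 24 against 6 hpi and 8 at 24 against 18 hpi. Those splits mix libraries of both time points in each group, so a real change raises the spread within groups and lowers the calls. Their counts therefore do not measure how many calls chance alone gives. In 5 simulations of groups without a change, in which contigs varied independently of each other, at most 4 contigs were called over the 6 comparisons together. By the splits alone chance cannot be excluded for a single comparison, since 10 splits give no share under 0.1.

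Log2 fold changes at 18 and at 24 hpi against 0 hpi correlated across contigs with r = 0.839. Contigs are not independent replicates, and both comparisons share the 0 hpi libraries. In 5 simulations all 12 libraries were drawn without a change, and both comparisons shared the simulated 0 hpi libraries. Contigs varied independently of each other, and r was at most 0.504. Sharing the 0 hpi libraries alone thus does not reach the observed value there. Variation shared between contigs in the real 0 hpi libraries is not part of these simulations. The remainder is consistent with a common change at both time points.

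Contigs with estimates that are not whole numbers were called changed in 21.6% of cases (2010 of 9288), against 17.4% (3854 of 22095) of the contigs with whole estimates only. The ratio of 1.24, and of 1.22 within classes of equal level, argues against a division of reads between similar contigs as the main source of the calls, although it may add some.

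On average, replicates at 24 hpi lay farther apart than those at the other time points, with a mean distance of 0.812, against 0.711 at 0 hpi, 0.730 at 6 hpi and 0.620 at 18 hpi. Replicates 1 and 2 of 24 hpi were the farthest apart, at 0.931, and replicates 2 and 3 lay 0.777 apart. Replicates 1 and 3 lay 0.728 apart, within the range of the 6 hpi pairs (0.711 to 0.749), so the difference was not in every pair. The libraries of 24 hpi include the smallest of all. With all libraries thinned to that total the mean distance at 24 hpi was 0.773 and that of the other time points between 0.600 and 0.699, so depth alone does not account for it. If the colonies of replicates 1 and 2 had been at different stages on the path from 6 to 18 hpi, their difference would resemble the change between these time points. The correlation across contigs was 0.0841, under the value of 0.3 set in advance. It was 0.0928 for replicates 1 and 3 and -0.0136 for replicates 2 and 3. These low values argue against different stages on the path from 6 to 18 hpi as the main cause. The pairs with replicate 1 lay above the replicate pairs of 0 hpi (-0.0559 to 0.0159), so a small shift of that replicate stays open. The test does not cover different stages after 18 hpi, which stay open. Differences between the colonies or in the preparation of the libraries were not tested and stay open.

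Among contigs called at 18 against 0 hpi, 421 had fallen at least 16-fold and 43 had risen as much by the fitted values, a ratio of 9.79. This comparison has the highest such ratio of the 3 against 0 hpi, with 202 falls and 66 rises at 6 hpi and 399 falls and 60 rises at 24 hpi. In 104 of the former and 26 of the latter the lower time point held 3 counts or fewer in its libraries together, so these fitted values depend on the prior count. The ratio was at least 7.86 under the other scalings, 19.6 among contigs with whole estimates only and at least 6.93 with a library of 0 or 18 hpi left out (without replicate 1 of 0 hpi), which argues against normalization, reads split between similar contigs and a single library as the cause. Residual tissue of zooids or buds in the colonies frozen directly after surgery is a candidate explanation, as is a loss of expression in the vasculature; neither was tested, since the contigs carry no gene names.

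The contigs without a name that fell most were TRINITY_DN7961_c0_g1_i1.p2 and TRINITY_DN13846_c3_g1_i3.p1. The former held 841 counts in the libraries of 0 hpi together, from 52 to 437 per library, and 2, 7 and 7 at 6, 18 and 24 hpi. Adjusted for effective library size, its summed counts at 18 hpi were lower by a ratio of 123, with a 95% interval for counting error alone from 59.4 to 307. It was not called by limma-voom in any of the 3 comparisons, with an adjusted p of 0.259, 0.198 and 0.159 at 6, 18 and 24 hpi, nor at 18 hpi when only the 6 libraries compared were fitted (adjusted p = 0.0516). The latter held 1772 counts at 0 hpi and 65, 3 and 7 later. It has estimates that are not whole numbers in 7 libraries and holds 38.7% of the counts of its Trinity gene, which has 6 contigs. With counts summed over that gene the log2 fold change was -4.10 at 6 hpi, -5.01 at 18 hpi and -5.62 at 24 hpi, against -4.39, -9.12 and -7.97 for the contig alone.

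The number of changed contigs with their lowest mean at 6 hpi was 1145 on log2 CPM and 1697 on counts that are not normalized, the input the paper gives for Clust; the libraries of 6 hpi have the lowest median total. The ratio of 1.48 is so close to the limit of 1.5 set in advance for an effect of library size that it decides little by itself. The higher number without normalization goes with such an effect, which may add contigs to this profile in the paper's input. Clust was not run, so whether the paper's clusters carry such an effect is open. The 1145 contigs on log2 CPM, where library size has been taken into account, argue against library size as the whole cause.

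The most abundant contig took 1.52 ± 0.365% of all counts (SD, n = 3) at 0 hpi, 2.19 ± 0.301% at 6 hpi, 5.64 ± 0.531% at 18 hpi and 4.03 ± 0.311% at 24 hpi. Its log2 fold change was 1.73 at 18 against 0 hpi (adjusted p = 8.37e-05 from edgeR's quasi-likelihood test). With the 10 most abundant contigs left out, 5870 contigs changed.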
